# Slug Feeding Triggers Dynamic Metabolomic and Transcriptomic Responses Leading to Induced Resistance in *Solanum dulcamara*

**DOI:** 10.3389/fpls.2020.00803

**Published:** 2020-06-18

**Authors:** Onno W. Calf, Tobias Lortzing, Alexander Weinhold, Yvonne Poeschl, Janny L. Peters, Heidrun Huber, Anke Steppuhn, Nicole M. van Dam

**Keywords:** defense signaling, eco-metabolomics, LC-qToF-MS, microarray, plant–herbivore interaction, secondary metabolites

## Abstract

Induced plant responses to insect herbivores are well studied, but we know very little about responses to gastropod feeding. We aim to identify the temporal dynamics of signaling- and defense-related plant responses after slug feeding in relation to induced resistance. We exposed *Solanum dulcamara* plants to feeding by the gray field slug (GFS; *Deroceras reticulatum*) for different periods and tested disks of local and systemic leaves in preference assays. Induced responses were analyzed using metabolomics and transcriptomics. GFS feeding induced local and systemic responses. Slug feeding for 72 h more strongly affected the plant metabolome than 24 h feeding. It increased the levels of a glycoalkaloid (solasonine), phenolamides, anthocyanins, and trypsin protease inhibitors as well as polyphenol oxidase activity. Phytohormone and transcriptome analyses revealed that jasmonic acid, abscisic acid and salicylic acid signaling were activated. GFS feeding upregulated more genes than that it downregulated. The response directly after feeding was more than five times higher than after an additional 24 h without feeding. Our research showed that GFS, like most chewing insects, triggers anti-herbivore defenses by activating defense signaling pathways, resulting in increased resistance to further slug feeding. Slug herbivory may therefore impact other herbivores in the community.

## Introduction

In addition to producing constitutively expressed defenses, plants can increase their defenses upon herbivory (Agrawal, 1998; Walling, 2000; Wittstock and Gershenzon, 2002; Howe and Jander, 2008). Herbivore-induced responses are generally observed in local, damaged, as well as in systemic, undamaged, organs (van Dam and Raaijmakers, 2006; Chung et al., 2013). Deployment of inducible defense mechanisms, in concert with reorganizing primary metabolism, allows the plant to optimize resource investment under variable herbivore pressure (Schwachtje and Baldwin, 2008; Orians et al., 2011; Steinbrenner et al., 2011; Zhou et al., 2015). Induced responses show temporal dynamics; they commonly start with a build-up phase after the first damage and may decline after the herbivore has left (relaxation; de Vos et al., 2005; Mathur et al., 2011; Mason et al., 2017). The time-lag and attenuation of induced responses are cost-saving strategies to limit resource investment in defense when the chances of recurring feeding damage or the benefits of defense production are low (Karban, 2011; Underwood, 2012; Backmann et al., 2019). Moreover, plants may tolerate transient herbivory, e.g., by reallocating resources to unattacked organs for later regrowth (van der Meijden et al., 1988; Schwachtje et al., 2006; Orians et al., 2011). Tolerance and relaxation often act in synchrony with resistance mechanisms to attain an optimal response (Strauss and Agrawal, 1999; Stowe et al., 2000; Núñez-Farfán et al., 2007; Stout, 2013).

Induced defense responses can be tailored to specific herbivores (Agrawal, 2000; van Zandt and Agrawal, 2004; Chung and Felton, 2011). Plants perceive herbivory by chemical signals associated with feeding damage and with the herbivore itself, such as the herbivore’s saliva (Mithöfer and Boland, 2008; Bonaventure et al., 2011; Heil et al., 2012). These signals differ among herbivores, allowing plants to mount responses specific to the attacker (Voelckel and Baldwin, 2004; Basu et al., 2018). Herbivore-induced responses that follow lead to extensive molecular reprogramming (Leon et al., 2001; Maffei et al., 2007). This process is regulated by phytohormones, most importantly jasmonic acid (JA) and salicylic acid (SA; Erb et al., 2012). Cross-talk between the JA and SA signaling pathways results in specific responses to herbivores and pathogens (Lorenzo and Solano, 2005; Beckers and Spoel, 2006; Thaler et al., 2012; Schweiger et al., 2014). Other phytohormones, in particular abscisic acid (ABA) and ethylene (ET) are also involved in herbivore-induced defense responses (Nguyen et al., 2018).

While the mechanisms and consequences of insect-induced responses are intensively studied, similar studies addressing responses to gastropod feeding damage are scarce. It is likely that slug or snail feeding also elicits inducible defenses, because of the damage they inflict and the selective pressure they exert on plant populations (Strauss et al., 2009; Korell et al., 2016). The few studies analyzing gastropod-induced defenses show that they can increase defensive plant metabolites, including volatiles (Khan and Harborne, 1990; Viswanathan et al., 2005; Desurmont et al., 2016; Danner et al., 2017). Surprisingly, studies on the molecular regulation of gastropod-induced responses focussed on the effect of locomotion mucus, instead of actual feeding damage. These studies provided evidence that gastropod mucus applied to—artificially wounded—leaves can induce local and systemic responses (Orrock, 2013; Falk et al., 2014; Kästner et al., 2014; Meldau et al., 2014). Mucus-induced responses involve both JA- and SA-related defense signaling (Falk et al., 2014; Meldau et al., 2014). The mucus of the gray field slug (GFS; *Deroceras reticulatum*) contains SA (Kästner et al., 2014), which may suppress JA-dependent defense responses via negative cross-talk (Beckers and Spoel, 2006; Thaler et al., 2012; Schweiger et al., 2014). In addition to gastropod-specific elicitors in locomotion mucus, also the feeding mode of gastropods is different from that of chewing insects. Gastropods possess a radula, a tongue-like chitinous structure covered with minute teeth, which serves to scrape off leaf material. Artificial damage mimicking the damage inflicted by chewing herbivores followed by mucus application probably would not yield the full array of responses elicited by natural gastropod feeding (Lortzing et al., 2017). It is therefore essential to subject plants to real feeding damage to understand the full spectrum of responses induced by gastropod feeding.

We recently showed that 72 h feeding by GFS induces resistance to slugs in damaged leaves of bittersweet nightshade (*Solanum dulcamara*; Calf et al., 2019). The magnitude of the induced resistance varied among plant genotypes. However, slugs are voracious and opportunistic generalist herbivores, which leave their host plant after feeding at night. During the day, they commonly hide in the litter layer, after which they move to the same or another host-plant the following night (see Supplementary Video in Kästner et al., 2014). These temporal dynamics of slug-induced responses are of special interest, because plants may relax the induction of defenses if they experience only one feeding bout (Baldwin, 1996). This strategy would be reflected in the expression profiles of slug-induced responses. More specifically, we expect that long-term exposure to feeding could elicit stronger responses than short-term feeding, and that the induced response may relax after short-term feeding has stopped.

Here we experimentally assess the temporal and spatial dynamics of slug-induced responses in *S. dulcamara*, a common host for gastropods (Viswanathan et al., 2005; Lortzing et al., 2017). We specifically addressed the following questions: (1) Does GFS feeding induce GFS resistance in both local, damaged and systemic, undamaged leaves?; (2) What are the chemical, physiological and molecular mechanisms underlying induced responses and resistance to GFS feeding?; (3) Do induced responses and resistance depend on the duration of, and the time elapsed since, GFS feeding? In our first experiment, we exposed *S. dulcamara* plants to GFS feeding for 24 or 72 h and sampled local as well as systemic leaves at different time points thereafter. We used an eco-metabolomic approach (Peters et al., 2018) in which we combined untargeted metabolomic profiling of leaf samples with slug preference assays. This allowed us to assess locally and systemically induced metabolomic responses and their consequences for later arriving slugs. We further quantified the levels of polyphenol oxidase (PPO) activity and trypsin protease inhibitors (TPI). These are putative defenses that are commonly induced by insect herbivory on *S. dulcamara* (Viswanathan et al., 2005; Nguyen et al., 2016a; Lortzing et al., 2017). In addition to an increased production of defense compounds, herbivore feeding often reduces photosynthetic activity and induces leaf senescence (Wingler and Roitsch, 2008; Mellway et al., 2009; Zhu et al., 2017). For this reason, we measured chlorophyll and anthocyanin levels. In a second experiment, we exposed plants to GFS feeding for 24 h and performed microarray analyses on the transcriptome of local leaves directly at the end of the treatment period, as well as after an additional 24 h without feeding. In this experiment we also quantified the phytohormones JA, its bioactive isoleucine conjugate (JA-Ile), SA and ABA. This allowed us to assess the signaling events and induction processes directly after feeding by GFS and compare them to those after a 24 h relaxation period.

## Materials and Methods

### General Experimental Design

Two independent experiments were performed to assess (1) induced resistance and metabolomic responses in local and systemic leaves, and (2) transcriptomic and phytohormone responses after feeding by GFS in *S. dulcamara*. To grow plants we used seeds collected in native *S. dulcamara* populations (locations provided below) following the procedure in Zhang et al. (2016). All plants and slugs were cultured under the same conditions as in Calf et al. (2018). Plants in the feeding treatments were fitted with clip cages on the tip of one or two leaves. This prevented that the whole leaf was consumed. Clip cages were left empty (control plants) or received one adult GFS. Depending on the experiment, GFS were left on the plant for 24 or 72 h (Figure 1). When harvesting, we assessed that all plants in the slug treatments showed substantial feeding damage (estimated by eye, >1 cm^2^).

**FIGURE 1:**
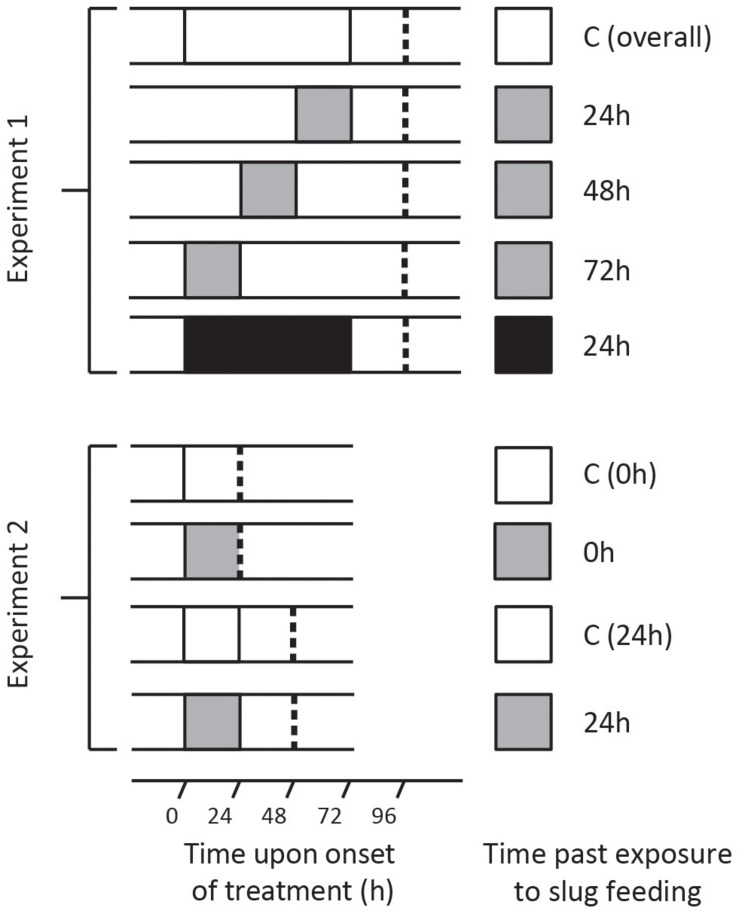
Treatment overview of two independent experiments in which *Solanum dulcamara* plants were exposed to an undamaged control treatment (C; white box) or to feeding by the gray field slug (GFS; *Deroceras reticulatum*) for 24 h (gray box) or 72 h (black box). Depending on the experiment and treatment, leaf harvest (dashed line) took place 0, 24, 48, or 72 h after the end of the treatment period.

### Experiment 1

Seeds of a single *S. dulcamara* population in the Netherlands (Goeree: 51°49′23.8′′N, 3°53′19.2′′E, provided by the Radboud University Genebank, Nijmegen, Netherlands) were used to grow plants. At the start of the experiment, the plants were 26 days old and 30–51 cm tall. Each plant was randomly assigned to one of five treatments (*n* = 6 plants/treatment; Figure 1, top half). Leaf number 10 and 11 from the apex were selected to receive GFS. Three groups of plants were exposed to GFS feeding for 24 h, and harvested 24, 48, or 72 h after the slugs had been removed (Figure 1, upper panel). An additional group of plants was exposed to 72 h GFS feeding and harvested 24 h after slug removal. Control plants were fitted with empty clip cages. These were left on the plant until the last clip cages were removed from the other plants (Figure 1). The leaves of the different treatment groups were harvested within 1 h (Figure 1).

The part of the leaf outside the clip cage was used to produce leaf disks using a cork-borer (1.5 cm Ø). One leaf disk was punched from each leaf (*n* = 12 disks/treatment/position). Leaf veins were avoided while punching out the disks. The remaining leaf material was sampled in liquid nitrogen and stored at −80°C until further processing. Disks and samples of leaf number 5 and 6 from the apex, which vascular tissue is fully connected to the treated leaves (Viswanathan and Thaler, 2004), were used to assess systemically induced responses.

#### Slug Preference Assays

The leaf disks were used in multiple choice slug preference assays to test the effect of GFS feeding on slug preference. One leaf disk of each treatment was offered to GFS in Petri dishes (*n* = 12; 5 disks per Petri dish) following the procedure described in Calf et al. (2019). Local and systemic leaves were tested separately.

#### Untargeted Metabolomic Profiling

An untargeted metabolomics approach was used to assess the effect of GFS feeding on the metabolomic profiles of *S. dulcamara* leaves. Leaf samples obtained from experiment 1 (*n* = 6 samples/treatment/leaf position) were extracted and analyzed by liquid chromatography – Time of Flight – Mass Spectrometry (LC-qToF-MS) following the method described in Calf et al. (2019). For methodological details see Document S1. Local and systemic leaf samples were analyzed in different sample runs. This approach resulted in a dataset with 142 and 170 mass signal clusters for the local and systemic sample sets, respectively. These groups potentially represent single metabolites. The signal with the highest intensity in the majority of the samples was selected to represent the respective metabolite in later analyses.

#### Targeted Analyses of Induced Responses

The levels of total proteins, PPO activity, TPI activity, chlorophyll and anthocyanin in local and systemic leaves (*n* = 6 samples/treatment/leaf position) were spectrophotometrically quantified from leaf extracts following methods by Bradford (1976) total proteins, Bode et al. (2013) PPO, Thaler et al. (1996) TPI, Wintermans and Demots (1965) chlorophyll, Nakata and Ohme-Takagi (2014) anthocyanin. See Supplementary Data Sheet S1 for details.

### Experiment 2

Four *S. dulcamara* seed batches were used to grow the plants; two batches originated from the Netherlands (Goeree: 51°49′23.8′′N, 3°53′19.2′′, registration nr. B24750010; Friesland: 52°58′36.2′′N, 5°30′59.4′′E, registration nr. B24750030, both provided by the Radboud University Genebank) and two from Germany (Erkner: 52°25′07.3′′N, 13°46′26.2′′E; Siethen: 52°16′53.7′′N, 13°11′18.7′′E). At the onset of the experiment, the plants were 25 days old and 27–45 cm tall. Plants were randomly assigned to one of four treatments (*n* = 16 plants/population/treatment, Figure 1, bottom half). Leaf number 10 from the apex was exposed to feeding by GFS for 24 h or fitted with an empty clip cage for the same time (undamaged control). Leaf harvest took place either directly (0 h) after removing the slugs or after an additional 24 h without GFS (Figure 1, lower panel). The total leaf area that was covered by the clip cage was collected for gene expression analyses. The leaf material outside the clip cage was sampled separately for phytohormone quantification. Thus we avoided contamination with locomotion mucus, which may contain SA (Kästner et al., 2014). All samples were flash frozen in liquid nitrogen and stored at −80°C until further processing.

#### Transcriptomic Analyses

The transcriptomic response upon GFS feeding was assessed using microarray analyses. Total RNA extraction and purification were performed on ground fresh leaf material using the RNeasy^®^ Plant Mini kit (Qiagen) and DNAse I (Fermentas, RNAse-free) following the manufacturer’s instructions. Quality and quantity of the RNA were estimated using a NanoDrop 1000 device (Thermo Fisher Scientific, Waltham, MA, United States) and 1.5% agarose gel electrophoresis. Equal quantities of total RNA from four individuals of a single plant population at each time point were pooled, resulting in four total RNA samples per treatment (control or induced). The RNA concentration, integrity and purity were assessed by electrophoretic analysis with the RNA 6000 Pico Kit using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States)^1^. All samples had an RNA integrity number (RIN) between 6.6 and 7.2 and were hybridized on 8x60K Agilent microarrays. cDNA labeling, microarray hybridization, design were performed as described in Lortzing et al. (2017). The design and the experimental data of the microarray are available at the Gene Expression Omnibus of the National Centre for Biotechnology Information (NCBI; GEO Accession: GSE131208). RT-qPCR analyses were performed for technical validation of the microarrays (see Supplementary Data Sheet S1 and “Statistical Analyses” section).

#### Phytohormone Analyses

Phytohormones were quantified as described in Geuss et al. (2018) and see Supplementary Data Sheet S1 and Supplementary Table S1 for details on mass spectrometry. In brief, 100–110 mg of fresh leaf material (*n* = 4 samples/population/treatment) were ground and extracted two times with 1.0 ml ethyl acetate. Deuterated internal standards were included for salicylic acid (SA; OlChemIm Ltd., Olomouc, Czechia), abscisic acid (ABA; OlChemIm Ltd.), jasmonic acid (JA; Purity Compounds Standards GmbH, Cunnersdorf, Germany) and jasmonic acid-isoleucine (JA-Ile; HPC Standards GmbH). Extracts were vacuum-dried and re-eluted in 0.4 ml 70% MeOH containing 0.1% formic acid (v/v). Phytohormones were separated on a UPLC C18 column in a water^®^ and MeOH gradient (ACQUITY UPLC BEH-C18, 50 × 2.1 mm, particle size 1.7 μm), fragmented and detected in an ESI-MS/MS-qTOF detector (Synapt G2-S HDMS; Waters^®^, Milford, MA, United States) and quantified according to the respective internal standard.

### Statistical Analyses

Absolute leaf disk consumption (mm^2^) in the preference assays (experiment 1) was analyzed using non-parametric statistical methods from the R “stats” and “PMCMR” packages (Pohlert, 2014; R Core Team, 2016). Friedman’s rank sum test was applied followed by Conover’s *post hoc* test with Bonferroni correction for multiple comparisons to evaluate overall preference differences among treatments. The Petri dish number was used as grouping factor. The minimum consumption to accurately assess preference was 100 mm^2^ (11.7% of the offered leaf material). One replicate with less damage (local leaves) was excluded, leaving 11 replicates in this group.

The metabolomic datasets from experiment 1 were analyzed using the online R-based tool MetaboAnalyst 4.0 (Chong et al., 2018). The effect of GFS feeding on metabolomic profiles was assessed with discriminant analyses using orthogonal projection models to latent structures (OPLS-DA, Wiklund et al., 2008; Worley and Powers, 2013). These models separate metabolomic variation that is correlated with the treatment from random variation among samples. Individual OPLS-DA models were built to compare the generalized log-transformed (glog) intensity values of all metabolites in the control treatment to each of the GFS feeding treatments. Predictive significance of the models was assessed based on 1000 permutations using cross-validated predictive ability (Q^2^) as performance measure (Westerhuis et al., 2008; Worley and Powers, 2013). The correlation (*p*_corr_) of the response of each metabolite in relation to the first predictive component (p) from the model was used as a proxy for metabolite induction by GFS feeding. The explained variance by the predictive component [R^2^X_(p)_] was used as a proxy for the modeled effect size of the treatment. The local and systemic responses were tested separately. Metabolites that showed a high correlation with the model (*p*_corr_ > 0.7) and significant regulation according to Student’s *t*-test after Bonferroni correction for multiple comparisons (*P*_adj_ < 0.05), were selected as metabolites of interest. The relative levels of each metabolite of interest to the maximum mean value of this metabolite across all treatments was used to produce a heat map (%).

Microarray data were analyzed using the “limma” software packages from Bioconductor in “R” (Raj et al., 2006; R Core Team, 2016). Quantile normalized reads of 21261 out of 62970 contigs were included for data analysis after setting a critical level of quantification based on dark corner intensity (90% percentiles of non-labeled hairpin DNA probes) as well as removal of structural spots, repeatedly spotted probes, averaging repeatedly spotted contigs and selecting those contigs that were quantified in all samples of at least one treatment. Average fluorescence values of contigs were log_2_ transformed and visualized by principal component analyses (PCA) using the “prcomp” function. Data were fitted to a linear model using the “lmFit” function using dual contrasts (induced response at 0 or 24 h after exposure to GFS feeding versus the respective control). Contigs that showed an absolute log_2_-fold difference in expression >1 and significance (*P*_adj_) <0.05 after correction for false discovery rate according to the Benjamini–Hochberg method were considered significantly regulated. Contig expression levels in the microarray were validated based on Pearson’s correlation between fold-change in expression as estimated by microarray and RT-qPCR analyses for 10 genes related to primary and secondary metabolism (*PR1a*, *OPR3*, *PI1*, *KPI4*, *LOXD*, *PPOA*, *ERF4*, *PPO*, *NIM1* and *CS*, *R*^2^ = 0.97, Supplementary Figure S1 and Supplementary Data Sheet S1). Gene primers for qPCR were designed using the primer NCBI BLAST-tool^2^ (see Supplementary Table S2).

Functional descriptions of regulated contigs were obtained from the Sol Genomics Network (SGN^3^) and based on homology with tomato (D’Agostino et al., 2013). Gene ontology (GO) enrichment analyses for overrepresentation of molecular functions and biological processes were performed with the “TOPGO” package (Alexa and Rahnenfuhrer, 2010). GO annotation was based on Nguyen et al. (2016a). GO enrichment was assessed by comparing the distribution of the list of differentially expressed contigs to the distribution of all targets included in the data analysis. We used the “elim” algorithm, which corrects for the annotation of contigs in multiple parental GO terms (Alexa et al., 2006). Only GO terms that included a minimum of 50 annotated contigs were included for analyses. The *P*-values for the enrichment of each GO term are based on Fisher’s exact tests.

The effect of GFS feeding on levels of total proteins, PPO activity, TPI activity, anthocyanin and chlorophyll from (Experiment 1) as well as phytohormone levels (Experiment 2) were statistically tested using parametric statistical methods from the “stats,” “car” and “agricolae” software packages in “R” (Fox and Weisberg, 2011; R Core Team, 2016; de Mendiburu, 2017). Data were log_10_ or square root transformed when assumptions for homogeneity of variances among treatments and/or normal distribution of residuals were not met according to Levene’s and Shapiro–Wilk normality test, respectively. Treatment effects on metabolites and enzymes were tested using one-way ANOVA, followed by Tukey’s *post hoc* test for differences between treatments. Phytohormone levels were statistically tested using paired *t*-tests, including plant population of origin as paired factor.

## Results

### Induced Effect on GFS Feeding Preference (Experiment 1)

Slugs preferred to feed on leaf disks of plants that were left undamaged (control treatment) compared with those of plants exposed to GFS feeding (Figure 2). This preference was significant for both local and systemic leaves. A 24 h feeding period was sufficient to reduce slug preference on local leaves; 72 h continuous exposure to GFS resulted in the highest resistance. In contrast to the local leaves, systemically induced leaves were equally resistant, without a significant effect of the duration or timing of feeding.

**FIGURE 2:**
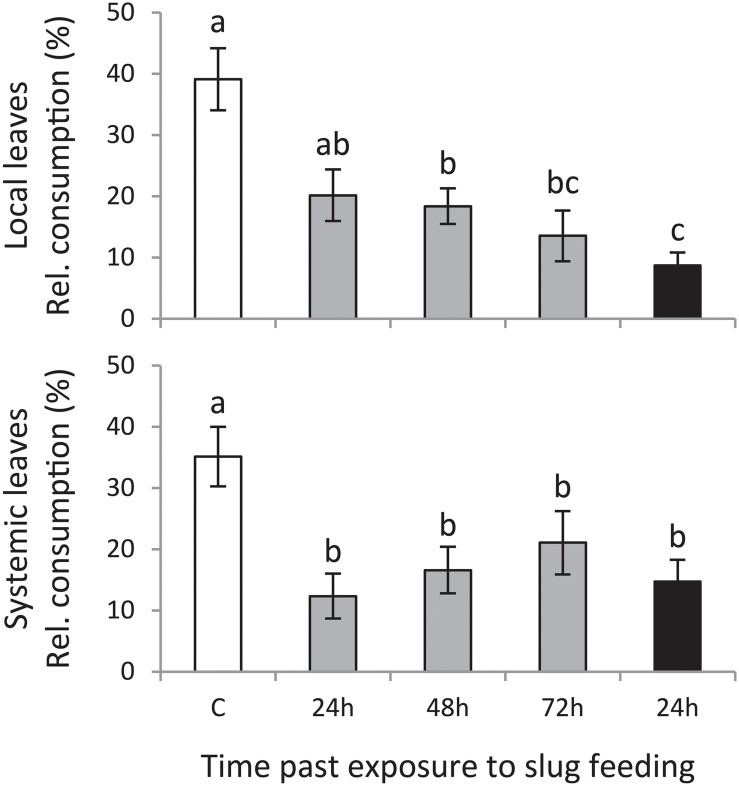
Mean consumed leaf area relative to the total consumed area (% ± SE, *n* = 12) on *Solanum dulcamara* leaf disks in preference assays with the gray field slug (GFS; *Deroceras reticulatum*). Slugs were offered leaf disks from plants that were exposed to an undamaged control treatment (C; white bar) or to feeding by GFS for 24 h (gray bars) or 72 h (black bar). Leaf disks were collected 24, 48, or 72 h after the end of the treatment period (see also Figure 1). Disks of either local or systemic leaves were offered in independent preference assays. Different letters over the bars indicate significant preference differences (*P* < 0.05) according to Conover *post hoc* test of Friedman ANOVA (χ^2^_local_ = 17.065, *P*_local_ = 0.002; χ^2^_systemic_ = 11.661, *P*_systemic_ = 0.022) after Bonferroni correction of *P*-values for multiple comparisons.

### Metabolomic Profiling (Experiment 1)

OPLS-DA models were built to assess the effect of different temporal patterns of GFS feeding on leaf metabolomes (Table 1). All models, except one (systemic 24 h/24h; *Q*^2^: 48.8, *P* < 0.1, Table 1) had a significant predictive ability (*Q*^2^: 60.6–83.9%). The effect sizes [*R^2^X*_(p)_] of models testing the local response were always greater than the respective models testing the systemic response (Table 1). In both leaf positions, the effect size of the model increased with time after 24 h of exposure to GFS; 72 h continuous exposure to slugs elicited the strongest response.

**TABLE 1:** Results of OPLS-DA models comparing the metabolomic profiles (*n* = 6) of undamaged *Solanum dulcamara* leaves with those exposed to feeding by the gray field slug (GFS; *Deroceras reticulatum*) for 24 or 72 h.

OPLS-DA model	*Q*^2^	*R^2^X*_(p)_
***Local response***		
24 h/24 h	64.6*	14.9
24 h/48 h	66.3**	16.2
24 h/72 h	75.2**	19.9
72 h/24 h	83.9**	24.1
***Systemic response***		
24 h/24 h	48.8^+^	11.5
24 h/48 h	60.8*	13.1
24 h/72 h	60.6*	14.8
72 h/24 h	75.3**	16.0

Leaves were harvested at 24, 48, or 72 h past the end of the treatment period (see also Figure 1). Model codes indicate the duration of GFS feeding exposure and the time between the end of GFS exposure and harvest (duration/harvest). Separate models were built for local and systemic leaves. The cross-validated predictive ability (Q^2^) as well as explained percentage of variance by the predictive component [R^2^X_(p)_] are provided for each model. Symbols indicate significance of the cross-validated model based on 1000 permutations (**P < 0.01, *P < 0.05, ^+^P < 0.10).

We selected metabolites correlating strongly with the predictive component of each model (*p*_corr_ > 0.7) and with significant regulation (*P*_adj_ < 0.05, Supplementary Table S3). Moreover, we focused on the induction pattern of those metabolites which levels were consistently regulated in at least two treatments, or in both local and systemic leaves within a treatment (Figure 3A).

**FIGURE 3:**
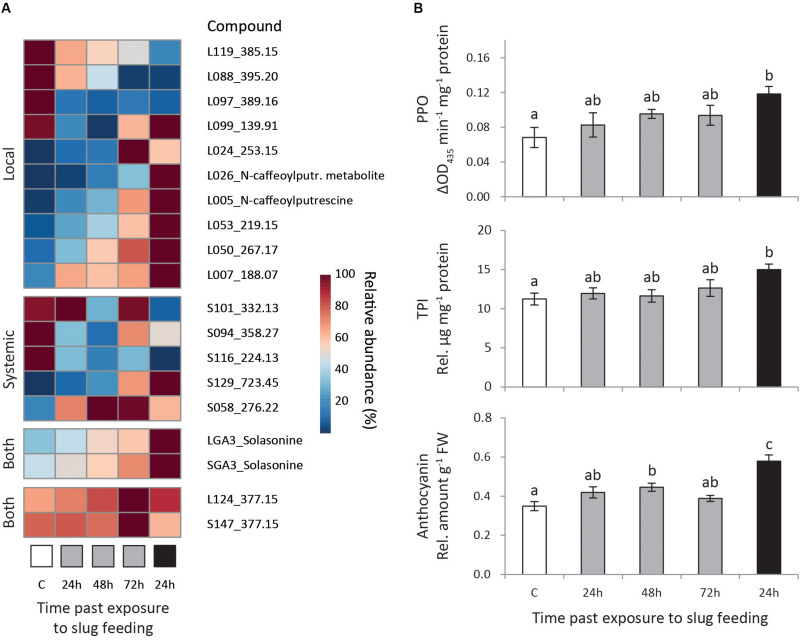
Induced responses in *Solanum dulcamara* leaves after feeding by the gray field slug (GFS, *Deroceras reticulatum*). Plants (*n* = 6) were left undamaged (control treatment: C, white) or exposed to feeding by GFS for 24 h (gray) or 72 h (black). Samples were collected 24, 48, or 72 h after the end of the treatment period (see also Figure 1). **(A)** Mean relative abundance of metabolites of interest, the levels of which were affected by GFS feeding in at least two treatments or in both local and systemic leaves within one treatment. The metabolite ID for local (L) and systemic (S) leaves is composed of a unique number and the quantified mass (*m/z*). **(B)** Mean relative levels (±SE) of polyphenol oxidase (PPO) activity, trypsin protease inhibitor (TPI) activity and total anthocyanins in local leaves. Treatment effects were significant according to one-way ANOVA (Table 2). Different letters over the bars indicate significant differences among treatments according to Tukey *post hoc* test (*P* < 0.05).

Fifteen metabolites consistently changed in abundance in at least two treatments (Figure 3A; 10 local, 5 systemic). In local leaves, most selected metabolites (7 out of 10) gradually changed either up or downward with time after 24 h of GFS feeding. The strongest response was observed upon 72 h of continuous feeding (Figure 3A, Local). Two of these gradually changing metabolites reduced in abundance upon GFS feeding (L119 and L088), whereas five increased (L026, L005, L053, L050, and L007). Among the gradually increased metabolites there are two putatively identified phenolamides (see Calf et al., 2019) *N*-caffeoylputrescine and a related metabolite (L025 and L026 in Figure 3A, see also Supplementary Figure S2). In addition to the gradually regulated metabolites, one metabolite was strongly reduced in local leaves in all feeding treatments (L097, <20% of the control level). Two other metabolites showed the strongest response upon 24 h of exposure to GFS (L099 and L024). The changes in systemic leaves were more erratic. The gradual response that was observed for most locally regulated metabolites was only seen for two metabolites in systemic leaves (Figure 3A, systemic). One of these metabolites increased (S129) and the other (S116) decreased in abundance.

Two metabolites were found to be significantly regulated both in local and systemic leaves at one single time point only (Figure 3A, Both). One of these metabolites was the glycoalkaloid solasonine (LGA3/SGA3 in Figure 3A, identified by an authentic standard in Calf et al., 2018) which increased most strongly in abundance after 72 h continuous exposure to slug feeding (see also Supplementary Figure S2). In the 24 h feeding treatments, solasonine levels gradually increase with time after slug removal. The levels of an unidentified metabolite were also upregulated in both leaf positions (L124/S147, m/z 377.15 in Figure 3A), but only 72 h after 24 h of exposure to feeding. The relative increase of this metabolite was small, as constitutive levels (C) were high to start with (∼60% of the induced level).

### Targeted Analyses of Proteins and Compounds (Experiment 1)

We assessed the effect of GFS feeding on well-known insect inducible defensive proteins and compounds (Table 2 and Figure 3B). The levels of PPO activity, TPI activity and anthocyanins significantly increased in response to 72 h continuous exposure to feeding (Figure 3B), but only in local leaves (Table 2). A 24 h feeding period resulted in intermediate levels of these compounds. Total protein and chlorophyll levels were not affected by slug feeding (Table 2).

**TABLE 2:** One-way ANOVA table showing test results for the effect of feeding by the gray field slug (*Deroceras reticulatum*) on the levels of total proteins, polyphenol oxidase (PPO) activity, trypsin protease inhibitor (TPI) activity, anthocyanin and chlorophyll in local and systemic *Solanum dulcamara* leaves (*n* = 6, *df* = 4).

Parameter	*F*_Local_	*F*_Systemic_
Proteins mg g^–1^ FW	0.508	0.348
PPO rel. act. mg^–1^ protein	2.976*	0.164
TPI rel. μg mg^–1^ protein	3.297*	0.491
Anthocyanin rel. amount g^–1^ FW	11.850***	0.182
Chlorophyll rel. amount g^–1^ FW	0.366	1.754

Symbols indicate significance at the following levels: ***P < 0.001, *P < 0.05. Significant treatment effects are shown in Figure 3B.

### Transcriptomic Analyses (Experiment 2)

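Leaves of *S. dulcamara* plants from 4 populations were sampled, Erkner and Siethen in Germany and Goeree and Friesland in the Netherlands. There were 4 groups: plants left undamaged (control) and plants on which gray field slugs (GFS) fed for 24 h, each sampled 0 h or 24 h after the end of the exposure. Equal amounts of RNA from 4 plants of a single population were pooled into 1 sample, so that each group held 4 samples, 1 per population, and 16 arrays were hybridized. The arrays were single-color Agilent arrays, on which the brightness of a spot reports how much labeled RNA bound to its probe. Each array carried 62970 spots, of which 1319 were control spots and 61651 held probes for contigs, the transcript sequences assembled for this species. These probes stand for 33957 contigs when the 5381 contigs that were spotted in both directions are counted once per direction; 24321 of the contigs had 2 spots and 8724 had 1 spot. The authors deposited the scanner output of each array, with a background-corrected intensity for every spot, and a table of log2 values for the same arrays. The median background-corrected intensity per array was between 122.88 and 206.35, and between 79.85% and 83.2% of the contig spots were well above background. No spot was saturated on any array. As in the methods of the paper, the values were quantile normalized between arrays, dim contigs were removed, the spots of a contig were averaged and log2 transformed, and the groups were compared in 1 linear model with limma. A contig was called regulated where the absolute log2-fold difference was above 1 and the adjusted *P* was below 0.05 after Benjamini-Hochberg correction. The intensity column is not named in the methods, and the background-corrected signal of the scanner software was used here. The arrays came from 2 slides of 8 arrays. At 0 h, slide 1 held 1 control and 3 slug-exposed samples and slide 2 held 3 control samples and 1 slug-exposed sample, whereas at 24 h each slide held 2 samples of each group. The choices varied here included the background correction, the filter on dim contigs, the thresholds, the arrays that enter the model and whether the samples of a population were paired in it. The 4 samples per group limit the precision of every comparison.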

To assess the early molecular signaling mechanisms preceding the observed metabolomic changes, we analyzed transcriptomes of plants that were sampled directly (0 h) after 24 h of exposure to feeding as well as after an additional 24 h without feeding (Figure 1, lower half). Principal component analyses were performed on the expression values of all quantified contigs (21261) to assess differences in the transcriptomic profiles (Figure 4A). 

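Of the contigs represented on the arrays, 28617 (84.3%) lay above the critical level in all 4 samples of at least 1 group and were counted as quantified. The critical level of an array was the 90th percentile of its 35 dark corner spots, which carry no contig probe. The number of quantified contigs was 25160 when the level had to be exceeded on all arrays, and 29338 when the level was taken from the 308 hairpin control spots instead. The PCA used the 28616 contigs that had a value on every array. Between samples of the same group, the correlation of log2 values across contigs was between 0.965 and 0.983; contigs are not independent replicates, so this describes the arrays only. The median residual SD of a contig within groups was 0.281 on the log2 scale.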

The first principal component (PC1) captured the effect of GFS feeding, which accounted for 32.1% of the total variance among samples. 

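In the data analyzed here PC1 accounted for 26% of the variance (jackknife standard error over samples 5.1). The mean PC1 score at 0 h was −40.9 ± 20.4 (SD, n = 4) in control samples and 61 ± 21.3 (SD, n = 4) in slug-exposed samples. The difference was 101.9, and every slug-exposed sample scored higher than every control sample (exact two-sided permutation test, *P* = 0.029, the smallest value that 4 against 4 samples allow). At 24 h the scores were −36.8 ± 26.2 (SD, n = 4) and 16.7 ± 18.4 (SD, n = 4), a difference of 53.5 with the same exact *P* of 0.029. The control sample of Friesland at 24 h scored −75.88, whereas the other 3 control samples of this time point scored between −26.89 and −19.66. Without the control sample of Friesland the difference at 24 h was 48.2. Contigs upregulated at 0 h were raised over the 0 h control samples in the other 3 (0.32 to 0.51), but not in Friesland (−0.24). These contigs were chosen in part for low values at 0 h, so which control samples deviate is not settled. Without the slug-exposed sample of Friesland at 0 h the difference at 24 h was 49.3 and the exact test no longer passed 0.05. Within slide 1 the difference at 0 h was 124 (3 slug-exposed samples and 1 control sample) and within slide 2 it was 80.6 (1 and 3). At 24 h the differences within the slides were 56.3 and 50.6, with 2 samples of each group on each slide. The processing alternative that moved the share of PC1 most was the normexp background correction, which gave 34.2%.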

Samples taken directly (0 h) after exposure to feeding separated further from the control samples than samples taken after an additional 24 h without feeding. 

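The scores of the slug-exposed samples on PC1 ranged from 40.3 to 83.1 at 0 h and from −2.9 to 41.5 at 24 h, so that the ranges of the time points overlapped. The separation from the control samples was larger by 48.4 at 0 h than at 24 h. When the time points were exchanged among the slug-exposed samples and among the control samples in all 4900 arrangements, a difference of this size or larger in either direction had an exact permutation *P* of 0.064. Paired within populations, a comparison added after the scores had been seen, the response on PC1 was larger at 0 h in 4 of 4 populations, by 28.1 to 76.6. The exact test over all changes of sign gave *P* = 0.125, the smallest value that 4 pairs allow.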

The second principal component (PC2, 14.9%) revealed that transcriptomic profiles differed among plant populations. 

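PC2 accounted for 16.5% of the variance (jackknife standard error 2.7). The samples from the German populations had a mean score of 33.1 ± 13.9 (SD, n = 8) on PC2, and those from the Dutch populations −33.1 ± 18.9 (SD, n = 8), a difference of 66.2. In a two-sided exact permutation test that exchanged countries within each of the 4 groups, *P* was 0.0015, the smallest value of the 1296 arrangements. The mean scores by population were 33.6 ± 13 (SD, n = 4) in Erkner, 32.6 ± 16.7 in Siethen, −22.9 ± 12.7 in Goeree and −43.4 ± 19.8 in Friesland. With the populations as units, 2 against 2, no permutation test can pass 0.05. The difference was 49.9 within slide 1 (3 German and 5 Dutch samples) and 79.9 within slide 2 (5 and 3). Scaling the contigs to unit variance lowered the share of PC2 to 13.6%, and leaving out the samples of Goeree raised it to 20.6%.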

The German populations (Siethen and Erkner) separated from the Dutch populations (Goeree and Friesland).

**FIGURE 4:**
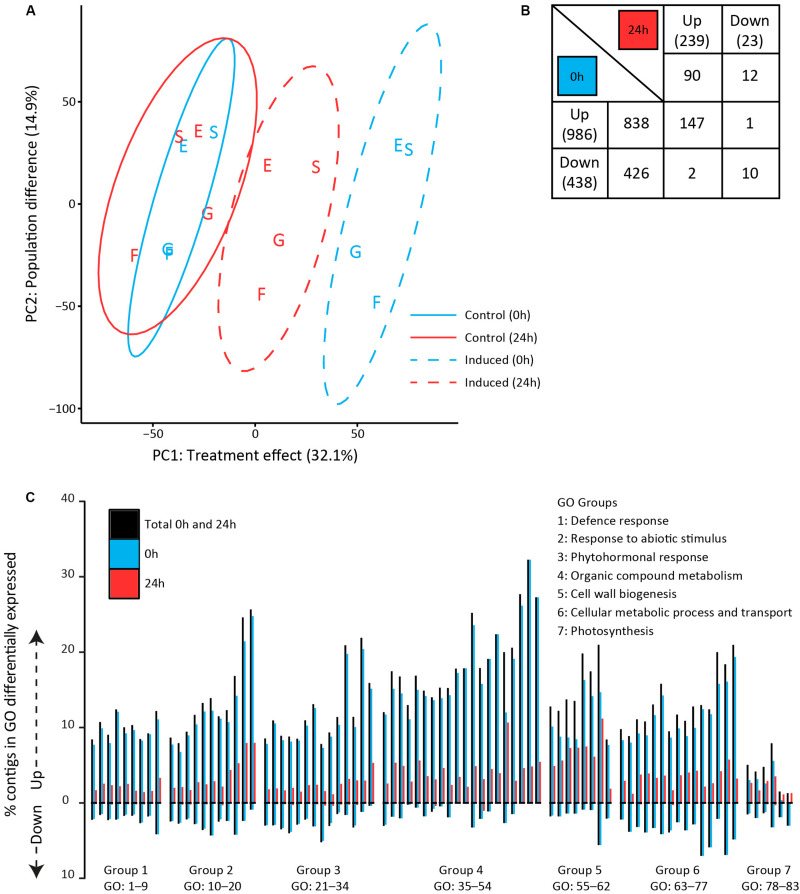
Transcriptomic profiles in *Solanum dulcamara* leaves upon 24 h of exposure to feeding by the gray field slug (*Deroceras reticulatum*). Samples were collected directly (0 h; blue) or 24 h (red) after the end of the treatment period (see also Figure 1). **(A)** Principal component analysis of overall transcriptomic differences among samples (*n* = 4/treatment/population). Ellipses show 95% confidence intervals. Letters indicate the plant population of origin; E, Erkner; S, Siethen; G, Goeree; F, Friesland. **(B)** Numbers of significantly up- and downregulated contigs that are unique for, or shared among harvest time points (fold change >2, *P*_adj_ < 0.05, *n* = 4). The total number of regulated contigs at each time point is given in brackets. **(C)** Percentage of contigs that was significantly up- or downregulated in 83 gene ontology (GO) terms. GO terms were grouped according to overall involvement in biological processes and sorted based on the number of contigs in each term (group numbers correspond to the numbers in Table 3).

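Under the thresholds of the methods, 1646 contigs, or 5.75% of the quantified contigs, were regulated at 0 h, at 24 h or at both time points, and 145 of them were regulated at both, or 314 with the population as a block in the model. Among these 145 contigs, 139 were upregulated at both time points, 5 were downregulated at both and 1 was downregulated at 0 h and upregulated at 24 h. The number of regulated contigs depended most on the thresholds. It was 5311 with the adjusted *P* alone, and 146 in the treat test of limma, which asks whether a difference is larger than the fold threshold rather than different from 0. The normexp background correction gave 893.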

A total of 1526 contigs (7.2% of the total set) was significantly up- or downregulated in response to feeding by GFS at either one of both time points (Figure 4B). The total number of regulated contigs directly (0 h) upon 24 h of exposure to feeding (1424) was >5 times greater than after an additional 24 h without feeding (262, Figure 4B). 

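Here 1538 contigs were regulated at 0 h and 253 at 24 h, a ratio of 6.08. With the population as a block in the model, in which each slug-exposed sample is compared with the control sample of its own population, 1875 and 533 contigs were regulated, a ratio of 3.52. When only the 8 arrays of a time point entered the model, 1367 contigs were regulated at 0 h and 23 at 24 h. Leaving out each sample or population in turn gave 1068 to 1672 contigs at 0 h and 10 to 311 at 24 h. The number at 24 h was lowest without the samples of Friesland and highest without the control sample of Goeree at 24 h, and it was 38 without the slug-exposed sample of Siethen at 24 h. In the same model, the change in response from 0 h to 24 h was tested for each contig, and 43 contigs were past both thresholds, or 304 with the population as a block. This number ranged from 0, for example without the control sample of Goeree at 0 h, to 117 without the control sample of Friesland at 24 h.

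**Figure D1:**
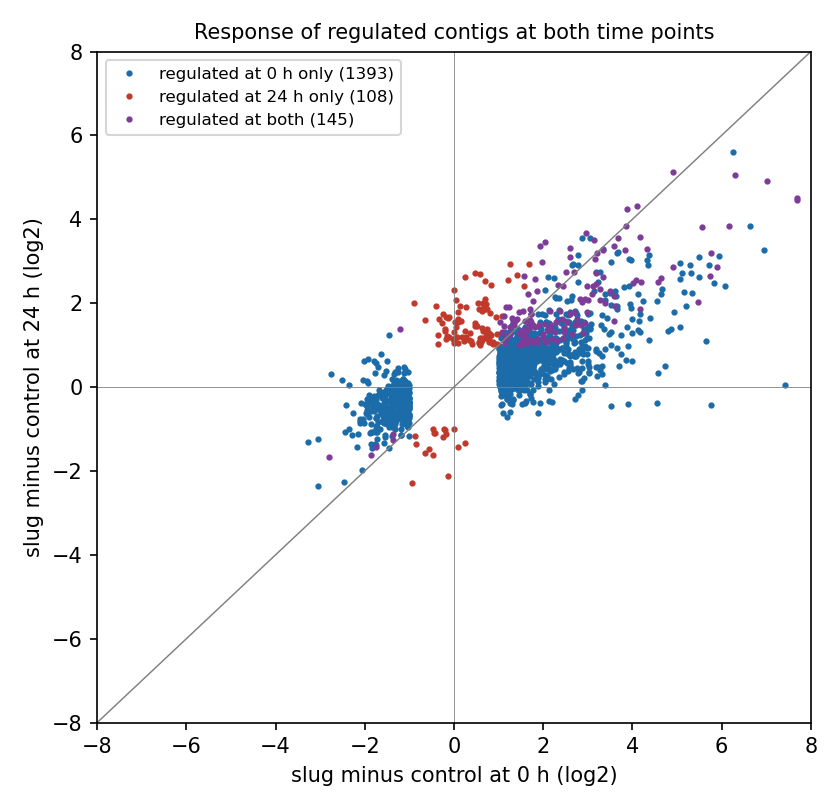
Log2-fold difference between slug-exposed and control samples at 0 h (horizontal axis) and at 24 h (vertical axis) of each regulated contig, colored by the time points at which it was past both thresholds; the gray diagonal marks an equal response at both time points. The 1393 contigs regulated at 0 h only make up most of the points, and most of them lie between the diagonal and the horizontal axis.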

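At 0 h, 1128 contigs were higher and 410 were lower in slug-exposed than in control samples, a ratio of 2.75. At 24 h, 231 were higher and 22 were lower, a ratio of 10.5; with the population as a block, 458 were higher and 75 were lower. The direction of the majority at 0 h depended on the fold threshold: with the adjusted *P* alone, 2477 contigs were higher and 2665 were lower, whereas at 24 h 386 were higher and 113 were lower. The median log2-fold difference over all quantified contigs was −0.093 at 0 h and −0.075 at 24 h. Without a fold threshold, small shifts shared by many contigs can therefore add to the lower ones. In the treat test, 140 contigs were higher and 6 were lower at 0 h.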

Overall, more contigs were upregulated than downregulated upon slug feeding. In the direct response treatment (0 h), the number of upregulated contigs (838) was twice as high as the number of downregulated contigs (426), whereas about an eightfold difference was observed after an additional 24 h without feeding (90 up, 12 down, Figure 4B). 

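Counted over the contigs that were regulated at a single time point, 989 were upregulated and 404 were downregulated at 0 h only, and 91 were upregulated and 17 were downregulated at 24 h only. With the population as a block, 169 were upregulated and 50 were downregulated at 24 h only. Of all contigs regulated at 24 h, 230 had also moved in the same direction at 0 h, whether or not they passed the thresholds there, and 149 had a larger change at 24 h than at 0 h.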

Two PPO enzymes (c2630 and c16387), five protease inhibitors (c460, c673, c1119, c4199, and c22651) and an anthocyanidin synthase (c10758) were among the 25 strongest regulated contigs at either one of both time points (Supplementary Table S4, 11–208 fold-change in expression).

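The values of these contigs are normalized log2 signals. The signal of c2630 (comp2630_c0_seq3, PPO, 1 spot) at 0 h was 3.43 ± 1.93 (SD, n = 4) in control samples, 2 of which were well above background, and 10.84 ± 1.19 (SD, n = 4) in slug-exposed samples. This is a log2-fold difference of 7.41 (standard error 1.64, adjusted *P* = 0.0071 from limma), which rests in part on control samples near the background and was no longer past the threshold without the population Erkner (6.67). With each control sample that was not well above background raised to the lowest signal among the spots well above background on its array, a step added after the values had been seen, the rise was 102-fold, which is a lower bound. At 24 h the signals were 6.89 ± 3.66 and 6.93 ± 2.54, a difference of 0.04 (adjusted *P* = 0.994) that became −0.32 under the normexp correction; the difference between the responses at the time points did not pass the threshold either (adjusted *P* = 0.208), except without the control sample of Friesland at 24 h (9.14). The other PPO contig, c16387 (comp16387_c0_seq1), was not well above background in any control sample at 0 h, and its signal of 4.39 ± 0.78 in slug-exposed samples was at least 1.89-fold higher. Such a bound sets the mean of the brighter group against, per array of the dimmer group, the higher of the contig's own signal and the lowest signal among spots well above background. At 24 h c16387 rose from 4.36 ± 1.56 to 7.45 ± 0.23, a log2-fold difference of 3.1 (standard error 0.593, adjusted *P* = 0.0241). The 0 h call of c16387 was lost under the normexp correction and without the population Siethen (fitted log2-fold difference 2.16). Protease inhibitor c460 (comp460_c0_seq1, PI1) rose from 8.17 ± 1 to 15.87 ± 0.54 at 0 h, a log2-fold difference of 7.7 (standard error 0.808, adjusted *P* = 7.46e-05) or 208-fold, and from 9.99 ± 2.09 to 14.48 ± 0.59 at 24 h, or 22.6-fold (adjusted *P* = 0.0206). Kunitz inhibitor c673 (comp673_c0_seq1, KPI4) rose from 7.37 ± 0.87 to 13.45 ± 0.98 at 0 h, a log2-fold difference of 6.08 (standard error 1.01, adjusted *P* = 0.00127). Its 2 probes disagreed in size, with 6.12 for the bright probe and 1.64 for the dim probe, and with the mean of their log2 values the difference was 3.88 and no longer past the threshold. At 24 h c673 was higher in 3 of 4 populations, with a log2-fold difference of 2.41 (adjusted *P* = 0.227). The signal of c1119 (comp1119_c0_seq1) varied between populations, the log2-fold difference of German against Dutch samples being −4.33, and 1 of the 4 control samples at 0 h was well above background. Its log2-fold difference at 0 h was 6.26 (standard error 2.05, adjusted *P* = 0.0486) and lost its call under 75th percentile scaling, the normexp correction, the deposited log2 table, the hairpin level, no filter and slide as a block, and in 13 of 20 fits without a sample or population, for example at 5.24 without the slug-exposed sample of Goeree at 0 h. At 24 h its difference of 5.61 (adjusted *P* = 0.167) was past both thresholds only with the population as a block. Inhibitor c22651 (comp22651_c0_seq1) rose from 3.44 ± 1.09 to 7.6 ± 0.58 at 0 h, a log2-fold difference of 4.16 (standard error 0.801, adjusted *P* = 0.00316), with 2 of 4 control samples well above background; the call was lost without the population Erkner (3.58). At 24 h it rose from 4.45 ± 2 to 8.03 ± 0.64, a log2-fold difference of 3.58 (adjusted *P* = 0.0418) with 3 of 4 control samples well above background, and lost its call under 75th percentile scaling and without a filter. The cystein PI c4199 rose 98.8-fold and the anthocyanidin synthase c10758 44.5-fold at 0 h. When each sample or population was left out in turn, the 24 h calls of c460, c16387, c22651 and c10758 were lost in 7, 8, 16 and 10 of 20 fits, in each case without the slug-exposed sample of Friesland, Goeree or Siethen at 24 h among others. Their log2-fold differences at 24 h were then 3.68 to 5.24, 2.57 to 3.72, 2.73 to 4.31 and 1.58 to 2.3, the lowest being reached without the population Friesland for c460 and without the control sample of Friesland at 24 h for the other 3. All 25 contigs that Table S4 lists at 0 h were past both thresholds. For the 14 of them that were well above background in all samples of both groups, the log2-fold differences were between 5.12 and 7.7. In 9 others 1 to 3 of the control samples were well above background, so that their fitted differences rest in part on the background, and the last 2, comp21613_c0_seq1 and comp6006_c0_seq1, were not well above background in any control sample and were at least 16.3-fold and 13.5-fold higher. Of the 25 contigs listed at 24 h, 25 changed in the listed direction and 20 were past both thresholds. This number was 6, 7 or 9 without the slug-exposed sample of Siethen, Goeree or Friesland at 24 h, 10, 11 or 12 without the control sample of Friesland, Erkner or Siethen at 24 h, and 3 without the population Erkner or Friesland. Adjusted over the list alone, 25 and 25 contigs were past both thresholds, which is not independent evidence because the lists were chosen on these samples.

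**Figure D2:**
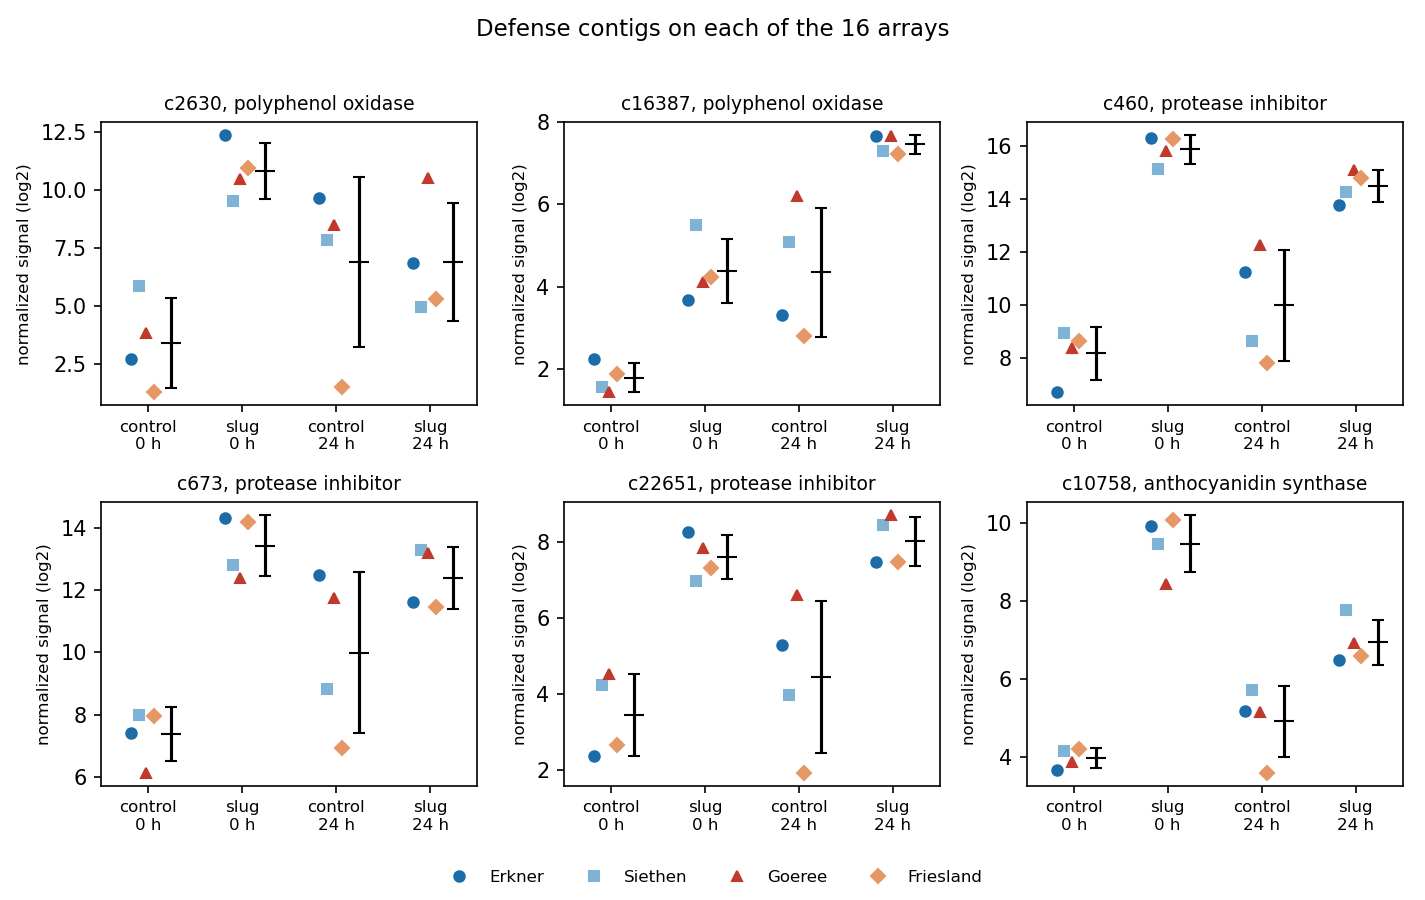
Normalized log2 signal (vertical axes, which do not start at 0) of 6 of the named contigs in control and slug-exposed samples at 0 h and 24 h; each point is the pooled sample of 1 population, and the black bars are means ± SD (n = 4). At 0 h the slug-exposed samples lie above the control samples in every panel, whereas at 24 h the control samples spread widely for c2630, c460 and c673.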

Enrichment analyses of gene ontology terms helped to assess the biological processes that were overrepresented at either one or both time points. The 77 (out of 339) GO terms that were most significantly enriched upon slug feeding (*P*_adj_ < 0.0001) were selected and grouped according to the overall biological process they are involved in (group 1*–*6 in Table 3). In addition to the most strongly enriched terms, we selected six GO terms related to photosynthesis (group 7 in Table 3), which were previously found to be regulated upon insect feeding (Lortzing et al., 2017; Nguyen et al., 2018). The total number of up- and downregulated contigs in each term as well as the specific numbers at each time point were further evaluated (Figure 4C and Table 3). Most contigs in the selected GO terms were upregulated in response to slug feeding (Figure 4C). The numbers of regulated contigs were always higher directly (0 h) after 24 h of exposure to slug feeding than after an additional 24 h without feeding (Figure 4C; blue bar higher than red bar). 

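The GO annotation was not used here. Instead, contigs were grouped by words in the descriptions that accompany the spots into 9 gene sets (photosynthesis, protease inhibitors, polyphenol oxidase, jasmonate, salicylate, abscisic acid, phenylpropanoid, flavonoid and cell wall), which are not the GO terms of Table 3. Together the sets held 715 quantified contigs, of which 116 were upregulated and 9 were downregulated at 0 h, whereas at 24 h 24 were upregulated. In the model with the population as a block, 15 were downregulated at 0 h and 55 were upregulated at 24 h. In 8 of the 9 sets more contigs were regulated at 0 h than at 24 h, the exception being the photosynthesis set. At 0 h the share of regulated contigs was largest in the polyphenol oxidase set, with 5 of 7 contigs (71.4%).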

Approximately 10*–*16% of all the contigs in terms related to defense responses (group 1) were significantly regulated. This group included various terms that involve responses to wounding, fungi, bacteria or nematodes (Table 3). The many responses related to abiotic stimuli (group 2) indicate that there is large overlap in responses to biotic and abiotic stressors. Various terms related to defense-signaling phytohormones (group 3) were regulated upon slug feeding. These included JA (4 terms), SA (3 terms), ABA (2 terms) as well as single terms related to auxin, karrikin, gibberellin, ethylene and brassinosteroids (Table 3). 

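The jasmonate set consisted of 54 contigs described as lipoxygenases, allene oxide enzymes, 12-oxophytodienoate reductases, TIFY proteins or by the words jasmonate or jasmonic. At 0 h, 26 of them (48.1%) were upregulated, against 2 of 15 contigs (13.3%) regulated in the salicylate set and 4 of 38 (10.5%) in the abscisic acid set. The median log2-fold difference of the jasmonate set at 0 h was 1.17. The set was tested with camera, which compares a set with all other contigs and presumes a correlation of 0.01 between its members, and with fry, which tests the set by itself with the correlation in the samples. At 0 h the adjusted *P* was 2.4e-13 with camera and 3.4e-06 with fry. The median deviation of the set from the mean of all samples was −0.29 ± 0.07 (SD, n = 4) in control and 0.78 ± 0.1 (SD, n = 4) in slug-exposed samples, higher by 0.93 to 1.21 in each of the 4 populations (exact permutation test, *P* = 0.029, adjusted over all sets and both time points 0.047). At 24 h 2 contigs were upregulated, the median was 0.12, and the set passed with camera (adjusted *P* = 0.0017) but not with fry (0.14); 3 of 4 populations were higher. Without the control sample of Friesland at 24 h the median was 0.04 and the set did not pass with camera either. The difference between the responses at the time points had a median of 0.69 and passed with both tests (adjusted *P* = 1.8e-14 and 0.00053). Among the alternatives run, the normexp correction moved the median at 0 h most, to 0.7.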

The highest percentage of phytohormone-related contigs was regulated for JA metabolic (GO:31) and biosynthetic processes (GO:33, both about 23%, Figure 4C and Table 3). The overall largest percentage of regulated contigs was observed for terms involved in organic compound metabolism (up to 35%, group 4). This group includes biosynthetic processes for many defense-related compounds, such as flavonoids, phenylpropanoids, coumarins and alkaloids. Also terms related to primary metabolism, such as phenylalanine and tyrosine metabolism, were enriched (group 4). 

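The flavonoid set held 101 contigs described by flavonoid or anthocyanin biosynthesis, 3 of which were also in the jasmonate set and 10 in the phenylpropanoid set. At 0 h, 12 of them (11.9%) were upregulated, and the median log2-fold difference was 0.29 (camera adjusted *P* = 0.0033, fry 0.0048). All 4 populations were higher, by 0.03 to 0.55 (exact permutation *P* = 0.029). At 24 h 2 contigs were upregulated and the median was 0.27; the set passed with camera (adjusted *P* = 0.0016) but not with fry (0.12), and 3 of 4 populations were higher. With the population as a block, 23 contigs were upregulated and 3 downregulated at 0 h, and 6 were upregulated at 24 h. No difference between the responses at 0 h and 24 h was found (camera adjusted *P* = 0.37). Under the normexp correction the median was 0.07 at 0 h and 0.09 at 24 h. Without the control sample of Goeree at 0 h the median at 0 h was 0.09, and without the slug-exposed sample of Friesland at 24 h that at 24 h was 0.14; the set passed with camera in each case.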

Genes involved in cell wall biogenesis (group 5) are likely involved in wound healing. 

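The cell wall set held 275 contigs described by cellulose synthases, xyloglucan enzymes, expansins, pectin enzymes, extensins or xylan. At 0 h 39 were upregulated and 6 were downregulated (16.4%), with a median log2-fold difference of 0.25 (camera adjusted *P* = 1.5e-06, fry 0.00028). At 24 h 14 were upregulated (34 with the population as a block), with a median of 0.21 (camera adjusted *P* = 2.3e-10, fry 0.0017). The set was higher in all 4 populations at both time points, by 0.16 to 0.36 at 0 h and by 0.15 to 0.37 at 24 h (exact permutation *P* = 0.029 at each). No difference between the time points was found (camera adjusted *P* = 0.85). The normexp correction lowered the medians to 0.11 and 0.08.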

The upregulation of many basic cellular metabolic and transport processes (group 6) indicates extensive reprogramming of the plants’ primary metabolism upon slug feeding. In contrast, only relatively few contigs involved in photosynthesis were regulated (group 7). 

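The photosynthesis set held 96 contigs, described as parts of the photosystems, light-harvesting and chlorophyll-binding proteins, oxygen-evolving proteins, plastocyanin, cytochrome b6 or ribulose bisphosphate carboxylase. With limma, 0 of them were past both thresholds at 0 h and 1 at 24 h, whereas 47 and 34 had an unadjusted *P* under 0.05. At an adjusted *P* under 0.05 without the fold threshold, 29 contigs differed at 0 h, 27 lower and 2 higher, and 6 at 24 h. These numbers were 47 and 19 with the population as a block, where 2 contigs were past both thresholds at 24 h. The largest fall at 0 h was −1 on the log2 scale.

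**Figure D3:**
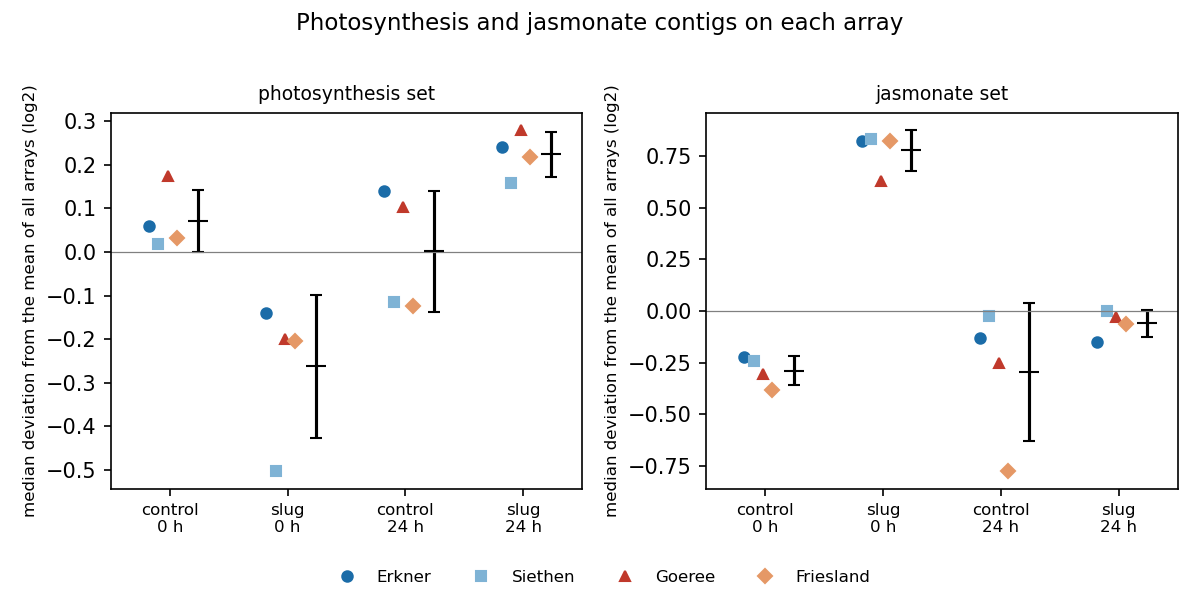
Median deviation of the contigs of the photosynthesis set and of the jasmonate set from the mean of all samples (vertical axis, log2) in control and slug-exposed samples at 0 h and 24 h; each point is the pooled sample of 1 population, and the black bars are means ± SD (n = 4). At 0 h the photosynthesis set lies lower and the jasmonate set higher in slug-exposed than in control samples.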

Most genes in this category were upregulated, but only term 81 (chlorophyll biosynthetic process) was significantly enriched (*P*_adj_ = 0.007; Figure 4C).

**TABLE 3:** Gene ontology (GO) terms that were enriched strongest upon 24 h of exposure to feeding by the gray field slug (*Deroceras reticulatum*) as well as six terms that involve photosynthesis (Group 7).

#	GO.ID	GO term description	Contigs in term	*n* regulated contigs		
				Total	0 h	24 h
***Group 1: Defence response***						
1	GO:0006952	Defense response	4146	440	407	76
2	GO:0009620	Response to fungus	1567	192	178	42
3	GO:0042742	Defense response to bacterium	1361	152	136	35
4	GO:0009611	Response to wounding	1314	190	186	31
5	GO:0050832	Defense response to fungus	1106	129	119	30
6	GO:0009627	Systemic acquired resistance	1056	126	118	19
7	GO:0010200	Response to chitin	968	107	105	16
8	GO:0010363	Regulation of hypersensitive response	889	97	96	15
9	GO:0009624	Response to nematode	361	58	54	12
***Group 2: Response to abiotic stimulus***						
10	GO:0009651	Response to salt stress	2286	252	231	47
11	GO:0009409	Response to cold	1714	182	161	40
12	GO:0006979	Response to oxidative stress	1462	168	160	28
13	GO:0009414	Response to water deprivation	1421	204	186	40
14	GO:0042538	Hyperosmotic salinity response	528	87	81	14
15	GO:0010167	Response to nitrate	417	75	68	12
16	GO:0010224	Response to UV-B	322	44	43	8
17	GO:0010583	Response to cyclopentenone	252	37	33	11
18	GO:0010106	Cellular response to iron ion starvation	190	40	35	10
19	GO:0009269	Response to desiccation	126	34	30	10
20	GO:0071456	Cellular response to hypoxia	113	30	29	9
***Group 3: Phytohormonal response***						
21	GO:0009737	Response to abscisic acid	1932	221	207	36
22	GO:0009753	Response to jasmonic acid	1243	171	166	26
23	GO:0009751	Response to salicylic acid	1202	147	139	22
24	GO:0009733	Response to auxin	1045	133	125	24
25	GO:0009738	Abscisic acid-activated signaling pathway	798	90	88	13
26	GO:0009867	Jasmonic acid mediated signaling pathway	721	94	89	18
27	GO:0080167	Response to karrikin	580	94	91	15
28	GO:0009739	Response to gibberellins	575	75	71	11
29	GO:0009862	SA-mediated systemic acquired resistance	524	64	60	8
30	GO:0009696	Salicylic acid metabolic process	474	60	55	13
31	GO:0009694	Jasmonic acid metabolic process	440	99	94	15
32	GO:0009873	Ethylene-activated signaling pathway	368	53	48	12
33	GO:0009695	Jasmonic acid biosynthetic process	338	78	73	10
34	GO:0016132	Brassinosteroid biosynthetic process	264	43	41	14
***Group 4: Organic compound metabolism***						
35	GO:0009813	Flavonoid biosynthetic process	623	93	91	17
36	GO:0009698	Phenylpropanoid metabolic process	601	116	102	32
37	GO:0009699	Phenylpropanoid biosynthetic process	489	92	81	24
38	GO:0006633	Fatty acid biosynthetic process	424	56	48	12
39	GO:0016126	Sterol biosynthetic process	320	56	50	18
40	GO:0009805	Coumarin biosynthetic process	282	47	45	10
41	GO:0009963	Positive regulation of flavonoid biosynthesis	257	38	37	9
42	GO:0006084	Acetyl-CoA metabolic process	216	34	31	10
43	GO:0042398	Cellular modified amino acid biosynthesis	210	36	34	5
44	GO:0006570	Tyrosine metabolic process	174	31	30	6
45	GO:0006558	L-phenylalanine metabolic process	140	25	25	3
46	GO:0006598	Polyamine catabolic process	123	35	33	6
47	GO:0006639	Acylglycerol metabolic process	95	19	17	4
48	GO:0018874	Benzoate metabolic process	89	18	18	4
49	GO:0042343	Indole glucosinolate metabolic process	76	17	17	3
50	GO:0019852	L-ascorbic acid metabolic process	75	17	11	8
51	GO:0071616	Acyl-CoA biosynthetic process	68	15	14	2
52	GO:0009821	Alkaloid biosynthetic process	65	18	17	3
53	GO:0016104	Triterpenoid biosynthetic process	62	20	20	3
54	GO:0019745	Pentacyclic triterpenoid biosynthetic process	55	15	15	3
***Group 5: Cell wall biogenesis***						
55	GO:0042546	Cell wall biogenesis	899	130	106	45
56	GO:0010383	Cell wall polysaccharide metabolic process	729	102	77	41
57	GO:0045492	Xylan biosynthetic process	357	54	36	26
58	GO:0010413	Glucuronoxylan metabolic process	355	53	35	26
59	GO:0009808	Lignin metabolic process	227	47	39	17
60	GO:0009809	Lignin biosynthetic process	212	39	32	13
61	GO:0009834	Plant-type secondary cell wall biogenesis	143	38	29	16
***Group 6: Cellular metabolic process and transport***						
62	GO:0055114	Oxidation-reduction process	2068	216	201	41
63	GO:0005982	Starch metabolic process	817	98	86	24
64	GO:0009744	Response to sucrose	575	73	68	7
65	GO:0000041	Transition metal ion transport	532	76	66	21
66	GO:0009750	Response to fructose	435	64	56	17
67	GO:0005985	Sucrose metabolic process	421	69	63	14
68	GO:0015706	Nitrate transport	386	76	70	14
69	GO:0010310	Regulation of hydrogen peroxide metabolism	358	47	44	7
70	GO:0006826	Iron ion transport	273	39	34	10
71	GO:0042744	Hydrogen peroxide catabolic process	248	36	31	10
72	GO:0000272	Polysaccharide catabolic process	211	33	27	9
73	GO:0006857	Oligopeptide transport	185	36	35	4
74	GO:0015824	Proline transport	153	28	27	4
75	GO:0009225	Nucleotide-sugar metabolic process	95	21	17	4
76	GO:0015837	Amine transport	87	22	20	5
77	GO:0048359	Mucilage metabolism (seed coat development)	62	16	15	2
***Group 7: Photosynthesis***						
78	GO:0015979	Photosynthesis	793	51	35	22
79	GO:0009658	Chloroplast organization	601	37	31	10
80	GO:0019684	Photosynthesis, light reaction	585	35	22	18
81	GO:0015995	Chlorophyll biosynthetic process	341	38**	30	13
82	GO:0010207	Photosystem II assembly	264	9	6	3
83	GO:0009902	Chloroplast relocation	232	10	7	3

GO term numbers (#) correspond to the number in Figure 4C. GO terms were grouped according to overall involvement in biological processes and sorted based on the number of contigs in each term. The number (n) of regulated contigs is given for the total response as well as separate for two time points (0 and 24 h) after the end of the treatment. All terms in group 1–6 were significantly regulated (P_adj_ < 0.0001) according to Fisher’s exact test after correction for false discovery rate using the Bonferroni method. Symbols in group 7 indicate significance on the following level: **P_adj_ < 0.01.

### Phytohormone Analyses (Experiment 2)

Jasmonic acid as well as the levels of its bioactive isoleucine conjugate (JA-Ile) were elevated at both time points, with the strongest increase measured directly (0 h) after 24 h of exposure to GFS feeding (Figure 5). Salicylic acid levels were not affected, whereas ABA levels were elevated directly (0 h) after 24 h of exposure to slug feeding, but not after an additional 24 h without feeding.

**FIGURE 5:**
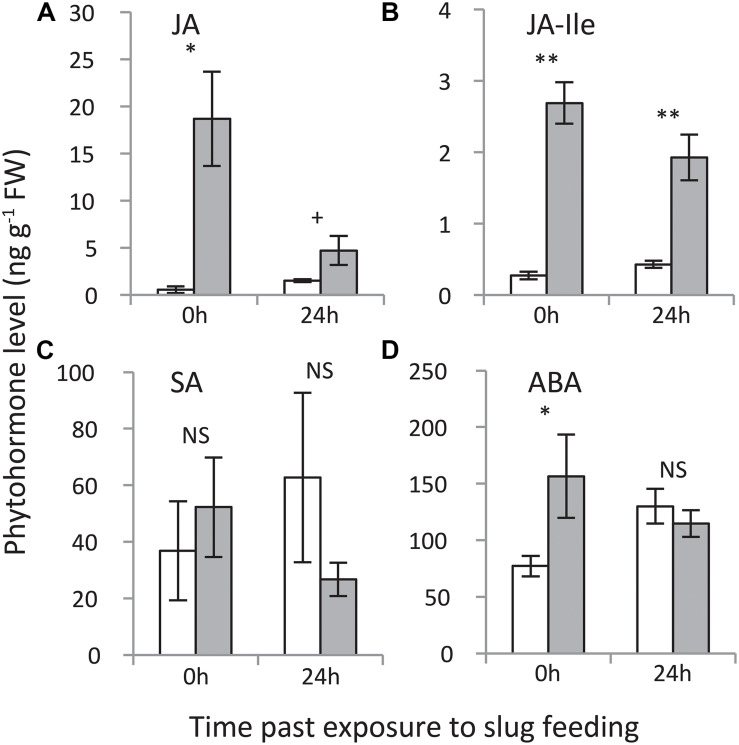
Levels of phytohormones in *Solanum dulcamara* leaves upon 24 h of exposure to feeding by the gray field slug (*Deroceras reticulatum*). **(A)** jasmonic acid, **(B)** jasmonic acid-isoleucine, **(C)** salicylic acid, and **(D)** abscisic acid. Samples were collected directly (0 h) or 24 h after the end of the treatment period (see also Figure 1). Bars represent mean levels (±SE, *n* = 4) in undamaged control (white bars) and damaged leaves (gray bars). The symbols indicate significant differences between treatments on a single time point according to Welch’s *t*-test on the following levels: **P < 0.01, *P < 0.05, ^+^*P* < 0.1.

## Discussion

Our study revealed that feeding by gray field slugs (GFS) elicits jasmonic acid-based defense responses in *S. dulcamara* resulting in local and systemic induced resistance to conspecifics (Karban and Baldwin, 1997). Twenty-four hours of slug feeding sufficed to increase the levels of JA, JA-Ile and ABA, as well as significant metabolomic and transcriptomic changes. GFS feeding triggered transcription of genes related to diverse pathways, including JA and SA phytohormone signaling. Plants responded to GFS feeding by increasing commonly known defenses, such as solasonin, TPIs, PPOs, phenolamides and anthocyanins. This indicates that GFS feeding induces similar signaling pathways and defense metabolites as chewing insects. 

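Of the 9 gene sets, 6 were higher in slug-exposed than in control samples at 0 h by both camera and fry, namely the protease inhibitor, polyphenol oxidase, jasmonate, phenylpropanoid, flavonoid and cell wall sets. The photosynthesis set was lower by both tests, and the salicylate and abscisic acid sets passed neither test in either direction. At 24 h, 4 sets were higher by both tests. From the JA response, the induction of genes of diverse pathways and the increase of known defense compounds, the paper reasons that slugs elicit signaling and defenses in *S. dulcamara* much as chewing insects do.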

Other than insect feeding, slug herbivory did not affect chlorophyll levels or downregulate the transcription of photosynthesis-related genes. 

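The median log2-fold difference of the photosynthesis set was −0.34 at 0 h (camera adjusted *P* = 8.1e-07, fry 0.001), and 85 of its 96 contigs were lower in slug-exposed samples. At 24 h the median was 0.23 (camera adjusted *P* = 3.3e-12, fry 0.02), and 78 contigs were higher. Over all quantified contigs the medians were −0.09 and −0.08. Per sample, the median deviation of the set at 0 h was 0.07 ± 0.07 (SD, n = 4) in control and −0.26 ± 0.16 (SD, n = 4) in slug-exposed samples, lower in each of the 4 populations by values between −0.52 and −0.2 (exact permutation *P* = 0.029). At 24 h it was 0 ± 0.14 and 0.22 ± 0.05, higher in each population by 0.1 to 0.34 (exact permutation *P* = 0.029). The difference between the responses at the time points was −0.57 (camera adjusted *P* = 5.2e-30, fry 0.00053). Random sets of contigs of the same brightness had a median of −0.1 at 0 h (95% of the draws between −0.17 and −0.02), and 0 of 10000 draws were as low as the photosynthesis set. Across the processing alternatives, the median at 0 h lay between −0.37 and −0.31 and that at 24 h between 0.18 and 0.26; leaving out samples or populations gave −0.4 to −0.27 and 0.16 to 0.27. The 13 contigs of ribulose bisphosphate carboxylase were all lower at 0 h, and at 24 h their median was 0.03. Chlorophyll levels were not analyzed here.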

Whereas the magnitude of the transcriptomic response was reduced within 24 h after the slugs were removed, the metabolomic response kept increasing with time. The longest feeding period of 72 h resulted in the strongest metabolomic response and the highest resistance level. Taken together, this suggests that *S. dulcamara* limits resource investments in GFS-induced defenses while conserving primary metabolism in the absence of further slug feeding.

Slug feeding triggered several phytohormones involved in defense signaling; JA, JA-Ile and ABA levels were significantly elevated upon slug feeding, which was also reflected by the transcriptomic response in the respective GO categories. 

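The abscisic acid set, 38 contigs described as 9-cis-epoxycarotenoid dioxygenases or as related to abscisic acid, had 2 upregulated and 2 downregulated contigs at 0 h. Its median log2-fold difference at 0 h was −0.12 and its mean −0.01, and it passed neither test (adjusted *P* = 0.93 with camera and 0.33 with fry). It was lower in 3 of 4 populations (exact permutation *P* = 0.14). At 24 h limma called 0 contigs, with 8 at an unadjusted *P* under 0.05. The median at 24 h was −0.05, the mean 0.04, and the direction was up with camera (adjusted *P* = 0.66) and down with fry (0.75). The hormone levels were not analyzed here.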

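The salicylate set, 15 contigs described by isochorismate, NPR1, NIM1, pathogenesis-related protein 1 or salicylate, had 1 upregulated and 1 downregulated contig at 0 h. Its median log2-fold difference was −0.2 and its mean 0.05, so that the sign depends on the summary, and the set did not pass with camera (adjusted *P* = 0.93) or fry (0.16). The median of the set per sample was slightly lower in slug-exposed than in control samples in each of the 4 populations, by values between −0.24 and −0.03 (exact permutation *P* = 0.029). Over all quantified contigs the median log2-fold difference at 0 h was −0.09, a shift that this permutation test does not remove. At 24 h limma called 0 contigs of the set, with 2 at an unadjusted *P* under 0.05, and the median was −0.14 (camera adjusted *P* = 0.66, fry 0.15). The NIM1 contig (comp9738_c0_seq1) differed by −0.18 at 0 h (adjusted *P* = 0.51) and by −0.17 at 24 h (0.65).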

Remarkably, SA levels were unaffected, whereas genes involved in SA metabolism and signaling were upregulated. This may be explained by the earlier finding that GFS locomotion mucus contains SA (Kästner et al., 2014). In this study, application of slug mucus to Arabidopsis thaliana leaves induced the local expression of PR1, a marker gene for SA defense signaling (Kästner et al., 2014). SA and JA both are involved in responses to herbivore feeding whereby they often act in negative cross-talk (Beckers and Spoel, 2006; Thaler et al., 2012; Schweiger et al., 2014). This triggered the speculation that GFS may benefit from the SA in the mucus, because it suppresses JA herbivore defenses (Kästner et al., 2014). We did not test whether the locomotion mucus of the field-collected slugs in our study contained SA, but the expression of a *S. dulcamara* PR1 homolog was unaffected by GFS feeding (c374 in Supplementary Figure S1). Moreover, JA and JA-Ile levels, as well as jasmonic acid related gene expression, increased strongly upon slug feeding in *S. dulcamara*. 

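On the arrays the PR1 contig (comp374_c0_seq1) had a signal of 9.58 ± 1.52 (SD, n = 4, log2) in control and 9.77 ± 1.53 in slug-exposed samples at 0 h, a log2-fold difference of 0.19 (standard error 0.841, adjusted *P* = 0.902), with 3 of 4 populations higher. At 24 h the signals were 9.59 ± 1.24 and 9.66 ± 0.6, a difference of 0.08 (adjusted *P* = 0.976), with 2 of 4 populations higher. The difference at 0 h ranged from −0.55 to 0.97 when single samples or populations were left out, being −0.55 without the control sample of Goeree at 0 h and 0.97 without the population Friesland, so the sign was not fixed by these samples. The contig was higher in German than in Dutch samples by 1.54 on the log2 scale (adjusted *P* = 0.0414). The differences at 0 h had an SD of 1.67 between the populations. With this spread and a standard error of 0.841, even a change past the fold threshold of 1 could have been missed.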

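The contigs of 2 enzymes of JA biosynthesis show the size of this increase. The signal of *OPR3* (comp2015_c0_seq1, an oxophytodienoate reductase) rose from 11.76 ± 0.27 (SD, n = 4, log2) to 13.06 ± 0.26 at 0 h, a log2-fold difference of 1.29 (standard error 0.177, adjusted *P* = 0.000381). At 24 h it differed by 0.08 (adjusted *P* = 0.854), which became −0.06 without the population Siethen; the difference between the time points was 1.21 (adjusted *P* = 0.0701) and was past both thresholds with the population as a block. The signal of *LOXD* (comp3729_c0_seq1, a lipoxygenase) rose from 9.66 ± 0.25 to 11.31 ± 0.47 at 0 h, a log2-fold difference of 1.65 (standard error 0.225, adjusted *P* = 0.000375), and at 24 h it was higher by 0.74 (adjusted *P* = 0.106) in 4 of 4 populations. For *LOXD* the time points did not differ past the threshold (adjusted *P* = 0.264).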

If the mucus of our GFS would have contained SA, the levels were not sufficient to antagonize the JA-related induced responses or prevent induced resistance to conspecific slugs.

Both in the transcriptome and the metabolome we identified different responses that may cause slug resistance. Glycoalkaloids likely play a key role in resistance to GFS. Solasonine levels were significantly higher in both local and systemic leaves upon 72 h of exposure to slug feeding, and leaf disks of these plants were also the least preferred by the GFS. Moreover, we previously showed that constitutive resistance to GFS in *S. dulcamara* is associated with high levels of glycoalkaloids (Calf et al., 2018). Taken together, this suggests that glycoalkaloids cause both constitutive and induced resistance to slugs. In a common garden experiment with different *S. dulcamara* glycoalkaloid chemotypes we found that gastropods and specialist flea beetles show opposite feeding preferences for glycoalkaloid chemotypes (Calf et al., 2019). This implies that slug-induced increases in glycoalkaloid levels may have opposing effects on the many members of the natural *S. dulcamara* herbivore community (Calf and van Dam, 2012).

In addition to glycoalkaloids, we found several other induced defenses that possibly affect slug preference. 

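The protease inhibitor set held 52 contigs, of which 17 (32.7%) were upregulated at 0 h and 4 at 24 h, or 8 at 24 h with the population as a block. The set also had 2 downregulated contigs at 0 h with the block and 0 without it. Its median log2-fold difference was 0.66 at 0 h (camera adjusted *P* = 8.1e-07, fry 0.00017) and 0.34 at 24 h (6e-07 and 0.014). The normexp correction lowered these medians to 0.36 and 0.17, and they were 0.4 without the slug-exposed sample of Siethen at 0 h and 0.19 without the population Friesland. Per sample the set rose from −0.33 ± 0.14 (SD, n = 4) to 0.36 ± 0.16 at 0 h, by 0.64 to 0.73 in each population (exact permutation *P* = 0.029), and at 24 h 3 of 4 populations were higher (exact permutation *P* = 0.086). The difference between the time points, 0.24, passed with camera (adjusted *P* = 0.042) but not with fry (0.29) or with the population as a block, and in 11 of 20 fits without a sample or population it was lost, being 0.05 without the control sample of Goeree at 24 h. The polyphenol oxidase set had a median of 2.8 at 0 h (camera adjusted *P* = 2.6e-06, fry 8.6e-05; 1.62 under the normexp correction), and per sample it rose from −1.44 ± 0.65 to 1.73 ± 0.32, by 2.49 to 4.09 in each population (exact permutation *P* = 0.029). At 24 h 1 of its contigs was upregulated and 2 of 4 populations were higher, with a median of 0.35 (camera adjusted *P* = 0.061, fry 0.16) that was −0.06 in the deposited log2 table, and 0.9 and past 0.05 with camera without the control sample of Erkner at 24 h. The responses of this set at the time points differed by 2.44 (camera adjusted *P* = 8.5e-05, fry 0.013), or by 1.14 with the critical level from hairpin spots.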

Genes related to TPI and PPO activity were among the most strongly regulated genes after 24 h exposure to GFS feeding. This is in line with their increased activity in local leaves, in particular after 72 h continuous exposure to slugs. Previous studies found that PI levels and PPO activity as well as transcription of genes coding for these proteins increased upon insect feeding or oviposition on *S. dulcamara* (Boege and Marquis, 2005; Nguyen et al., 2016b; Geuss et al., 2017; Lortzing et al., 2017). Increases in PI and PPO levels correlated with increased resistance to several insect herbivores and reduced egg hatching (Geuss et al., 2018; Nguyen et al., 2018). Increased PI levels can reduce slug feeding. Leaf damage by slug feeding was reduced by 50% in Arabidopsis plants genetically modified to overexpress a cysteine protease inhibitor from rize, oryzacystatin (Walker et al., 1999). However, it is not fully clear yet whether TPIs, which are serine protease inhibitors, also confer resistance to GFS, which mainly produces cysteine proteases in its digestive glands (Walker et al., 1998). 

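The contig comp4199_c0_seq1, described as cysteine protease inhibitor 8, had a signal of 4.57 ± 0.28 (SD, n = 4, log2) in control and 11.2 ± 1.7 in slug-exposed samples at 0 h. The log2-fold difference was 6.63 (standard error 1.01, adjusted *P* = 0.000744), with 7.44 for 1 of its probes and 5.36 for the other. At 24 h the signals were 5.68 ± 1.07 and 9.52 ± 2.3, a difference of 3.84 (standard error 1.01, adjusted *P* = 0.0695) that was positive in 4 of 4 populations but not past the threshold. Between the time points its responses did not differ past the threshold (adjusted *P* = 0.521).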

Although cystein PI activity was not measured from our leaf extracts, a contig for cystein PI8 (c4199 in Supplementary Table S4) was among the 25 most strongly regulated contigs. Because TPIs are effective resistance factors to insect herbivores, in particular lepidopteran larvae (Glawe et al., 2003; Bode et al., 2013; Zhu-Salzman and Zeng, 2015) it is likely that slug-induced responses affect other herbivores in the community.

The transcriptomic and metabolomic analyses showed that anthocyanins and phenolamides were also induced. Each of these metabolites, or genes coding for their biosynthesis, were previously found to be induced upon insect feeding or pathogen infection as well as primed by oviposition (Nguyen et al., 2016b; Geuss et al., 2018). 

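On the arrays the anthocyanidin synthase contig c10758 (comp10758_c0_seq1) rose from 3.98 ± 0.25 (SD, n = 4, log2) to 9.46 ± 0.73 at 0 h, a log2-fold difference of 5.48 (standard error 0.438, adjusted *P* = 2.85e-05), with 5.94 and 4.83 for its 2 probes. At 24 h it rose from 4.91 ± 0.91 to 6.94 ± 0.58, or 4.07-fold (adjusted *P* = 0.0374); under 75th percentile scaling and the normexp correction the change at 24 h was not past the thresholds. Its response was larger at 0 h than at 24 h by 3.45 (standard error 0.62, adjusted *P* = 0.0451), but this call was lost in 17 of 20 fits without a sample or population, with values from 2.97 without the population Erkner to 3.87 without the control sample of Friesland at 24 h. The metabolite levels were not analyzed here.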

Anthocyanins have multiple roles in plants, including resistance to insect herbivores (Gould, 2004). Phenolamines, such as caffeoylputrescine, are intermediates in lignin biosynthesis (Gaquerel et al., 2014). The genes involved in this pathway dynamically respond to biotic stress such as herbivore feeding. Increased resistance may be conferred by one of the many compounds in the pathway or by increased leaf toughness due to an increase in lignin concentration. The strong transcriptomic response in the GO related to phenylpropanoids (for example GO:0009698 phenylpropanoid metabolic process; GO:0009805 coumarin biosynthetic process and GO:0009808 lignin metabolic process) indicates that slug and insect feeding trigger similarly strong responses in the phenolamide pathway. 

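The phenylpropanoid set, 90 contigs described by phenylalanine ammonia lyase, cinnamate, coumarate, cinnamyl, cinnamoyl or caffeoyl enzymes, had 18 upregulated contigs (20%) at 0 h and 2 at 24 h. Its median log2-fold difference was 0.26 at 0 h (camera adjusted *P* = 1.3e-05, fry 0.00066) and 0.14 at 24 h (4.4e-05 and 0.04), or 0.17 and 0.07 under the normexp correction. It was higher in all 4 populations at both time points, by 0.14 to 0.42 at 0 h and by 0.08 to 0.33 at 24 h (exact permutation *P* = 0.029 at each). The difference between the time points, 0.21, passed with camera (adjusted *P* = 0.042) but not with fry (0.29), and it was lost in 10 of 20 fits without a sample or population, being 0.1 without the control sample of Goeree at 0 h. Arrays of insect-damaged plants were not analyzed here.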

Whether or not this is indeed a functional response leading to reduced herbivore damage, as suggested by Gaquerel et al. (2014) remains to be determined.

Interestingly, we observed that, overall, slug feeding upregulated transcriptional responses in the primary metabolism. The many transcriptomic responses related to abiotic stimuli indicate that there is large overlap in responses to biotic and abiotic stress factors. Similar results were reported in an experimental analysis on interactive responses to drought, flooding and insect feeding in *S. dulcamara* (Nguyen et al., 2018). Such cross-talks between signaling pathways allow the plant to orchestrate both resource acquisition and defense allocation in complex natural environments (Nguyen et al., 2016b). Chewing insect herbivore damage, for example, can downregulate photosynthesis-related processes in *S. dulcamara* (Lortzing et al., 2017; Nguyen et al., 2018) and other plant species (Zangerl et al., 2002; Tang et al., 2006; Lawrence et al., 2008; Bilgin et al., 2010). However, local and systemic herbivore-induced responses on the level of photosynthetic pathways cover the whole range from positive to negative gene regulation (Zhou et al., 2015). This led to the contrasting hypotheses that upregulation of photosynthetic capacity is a way to increase carbon for defense production, whereas downregulation of the costly photosynthetic machinery would free up resources for defense related pathways (Zhou et al., 2015). In our current study, only a few genes involved in photosynthesis were significantly regulated and chlorophyll levels did not change. These results suggest that the photosynthetic capacity of the leaves was maintained. Taken together, GFS-induced resistance in *S. dulcamara* may not come at a cost in terms of reduced primary metabolism (Zhou et al., 2015).

The observed temporal and spatial patterns suggest that *S. dulcamara* may optimize its response to GFS feeding. The strength of the induced response depended both on the period the slug was on the plant and the time that past after the slug was removed. 

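Of the contigs regulated at 0 h, 1424 (92.6%) moved in the same direction at 24 h. Their median absolute log2-fold difference was 1.5 at 0 h, and the median change in that direction at 24 h was 0.62. A contig that passes the thresholds at 0 h tends to be overestimated there, which by itself makes its change at 24 h appear smaller. Of the 1393 contigs regulated at 0 h only, 30 had a response that differed between the time points when this difference itself was tested. Among the 1561 such contigs with the population as a block, which pairs the samples of a population, it was 189. Leaving out each sample or population in turn gave 0, for example without the control sample of Goeree at 0 h, to 102 without the control sample of Friesland at 24 h.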

The transcriptomic response was strongly relaxed in the absence of further damage. This is in line with our observation that the metabolomic response after 72 h of feeding is stronger than after a 24 h feeding bout. In contrast to the transcriptomic response, the metabolomic response to 24 h feeding gained in strength with time after slug removal. The observed metabolomic induction pattern is in line with the observed effect on slug preference in local leaves. In systemic leaves, maximal resistance was already achieved after 24 h feeding. This result suggests that young systemic leaves more rapidly attain effective levels of defense metabolites, such as glycoalkaloids (see above), than older local leaves, possibly via rapid translocation of glycoalkaloids and other defenses (van Dam et al., 1995). This is in agreement with the optimal defense hypothesis, in which younger leaves are more valuable to the plant, have higher constitutive defense levels, and are more inducible than older leaves (Meldau et al., 2012).

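The response to feeding, averaged over both time points, was compared between the German and the Dutch populations in a model with 8 means of 2 samples. With limma, 0 contigs differed past both thresholds, and 1653 had an unadjusted *P* under 0.05. The number was 0 under each of the 16 processing alternatives run for it, and 1 without the control sample of Friesland at 24 h or without the population Goeree, whereas leaving out any other sample or population gave 0. In simulated data with the spread of these arrays, the same comparison recovered 73.5% of 200 contigs changed by 2 on the log2 scale, with 8 false calls among 28616 contigs. The simulated samples varied independently, whereas samples of a population resemble each other and each country has 2 populations. The recovered share therefore does not tell how often such differences between these populations would be found. Smaller differences were not simulated.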

Finally, our experimental set-up allowed us to reveal geographic variation among populations for slug-induced responses. 

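Among the contigs regulated at 0 h, 1526 (99.2%) changed in the same direction in all 4 populations, and among those regulated at 24 h 252 (99.6%) did, where a chance direction in each population would give 1 in 8. The contigs were selected on the mean over the same 4 populations, so a high share follows in part from the selection. Independently of feeding, 686 contigs differed between German and Dutch samples past both thresholds, 399 higher and 287 lower in the German samples. With the population as a random block, an alternative chosen after seeing the data, the number was 426. Leaving out each sample or population in turn gave 496 to 1048, the highest number being reached without the population Goeree.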

The transcriptome profiles of *S. dulcamara* plants clearly showed a core set of GFS induced responses, but German and Dutch populations separated on the second axis of the PCA (Figure 4A). Similar patterns were found in a panel of eight *A. thaliana* accessions subjected to flooding (van Veen et al., 2016). Despite the genotypic differences, they identified a core set of flooding specific transcripts. In order to separate general slug-induced responses from genotypic or population specific responses, a wider set of *S. dulcamara* accessions should be screened.

In conclusion, our results illustrate that induced responses and resistance to GFS feeding in *S. dulcamara* are regulated by similar pathways and metabolites as those involved in insect induced responses (Lortzing et al., 2017; Geuss et al., 2018; Nguyen et al., 2018). Yet, plants did not downregulate the transcription of photosynthesis-related genes upon slug feeding, which is in contrast to what commonly happens after insect feeding. This illustrates that gastropods and insects may induce specific responses, despite of similarities in the regulatory pathways they induce. Highly standardized experiments comparing the response of *S. dulcamara* to various gastropod and insect herbivores are required to assess in how far induction patterns are specific to different classes of herbivores. Besides, we show that relaxation plays a role in the dynamics of GFS-induced defenses, and that sustained feeding can boost the locally induced response. The temporal and spatial dynamics of GFS-induced responses, in particular with respect to those related to primary and secondary metabolism, illustrate that *S. dulcamara* plants possibly balance resource investment after induction. Together with the rapidly induced local and systemic resistance, we may conclude that *S. dulcamara* shows a functional response to GFS, which is well-balanced with the incidence of feeding damage. Depending on the turnover rate of defense compounds in the absence of feeding, this induced response may have consequences for other herbivores in the community (Viswanathan et al., 2005). Further elucidation of the specific interactions between gastropods and plants may therefore provide novel insights to the general regulation and diversity of plant–herbivore interactions.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

OC, ND, AS, HH, and JP conceived and designed the experiment and took the lead in writing the manuscript. All other co-authors contributed to the manuscript by giving comprehensive feedback. OC performed the experiments and analyzed the data. TL performed and assisted in transcriptomic and phytohormone analyses. AW and YP performed the metabolomics analyses and supported the metabolomic data analyses.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B2] AgrawalA. A. (1998). Induced responses to herbivory and increased plant performance. *Science* 279 1201–1202. 10.1126/science.279.5354.12019469809

[B3] AgrawalA. A. (2000). Specificity of induced resistance in wild radish: causes and consequences for two specialist and two generalist caterpillars. *Oikos* 89 493–500. 10.1034/j.1600-0706.2000.890308.x

[B4] AlexaA.RahnenfuhrerJ. (2010). *topGO: Enrichment Analysis for Gene Ontology. R package, version 2.22.0.*

[B5] AlexaA.RahnenfuhrerJ.LengauerT. (2006). Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. *Bioinformatics* 22 1600–1607. 10.1093/bioinformatics/btl14016606683

[B6] BackmannP.GrimmV.JetschkeG.LinY.VosM.BaldwinI. T. (2019). Delayed chemical defense: timely expulsion of herbivores can reduce competition with neighboring plants. *Am. Nat.* 193 125–139. 10.1086/70057730624112

[B7] BaldwinI. T. (1996). Allometric limits to the induced accumulation of nicotine in native tobacco. *Plant Spec. Biol.* 11 107–114. 10.1111/j.1442-1984.1996.tb00113.x

[B8] BasuS.VarsaniS.LouisJ. (2018). Altering plant defenses: herbivore-associated molecular patterns and effector arsenal of chewing herbivores. *Mol. Plant Microbe Interact.* 31 13–21. 10.1094/mpmi-07-17-0183-fi28840787

[B9] BeckersG. J. M.SpoelS. H. (2006). Fine-tuning plant defence signalling: salicylate versus jasmonate. *Plant Biol.* 8 1–10. 10.1055/s-2005-87270516435264

[B10] BilginD. D.ZavalaJ. A.ZhuJ.CloughS. J.OrtD. R.DeLuciaE. H. (2010). Biotic stress globally downregulates photosynthesis genes. *Plant Cell Environ.* 33 1597–1613. 10.1111/j.1365-3040.2010.02167.x20444224

[B11] BodeR. F.HalitschkeR.KesslerA. (2013). Herbivore damage-induced production and specific anti-digestive function of serine and cysteine protease inhibitors in tall goldenrod, *Solidago altissima* L. (Asteraceae). *Planta* 237 1287–1296. 10.1007/s00425-013-1845-923371287

[B12] BoegeK.MarquisR. J. (2005). Facing herbivory as you grow up: the ontogeny of resistance in plants. *Trends Ecol. Evol.* 20 441–448. 10.1016/j.tree.2005.05.00116701415

[B13] BonaventureG.VanDoornA.BaldwinI. T. (2011). Herbivore-associated elicitors: FAC signaling and metabolism. *Trends Plant Sci.* 16 294–299. 10.1016/j.tplants.2011.01.00621354852

[B14] BradfordM. M. (1976). A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. *Anal. Biochem.* 72 248–254. 10.1016/0003-2697(76)90527-3942051

[B15] CalfO. W. (2019). *B’sweet or B’sour—An Ecologica, Metabolomic and Molecular Analysis of Slug Resistance in Solanum dulcamara.* Ph.D. thesis, Radboud University, Nijmegen NL.

[B16] CalfO. W.HuberH.PetersJ. L.WeinholdA.PoeschlY.van DamN. M. (2019). Gastropods and insects prefer different *Solanum dulcamara* chemotypes. *J. Chem. Ecol.* 45 146–161. 10.1007/s10886-018-0979-429961916PMC6469604

[B17] CalfO. W.HuberH.PetersJ. L.WeinholdA.van DamN. M. (2018). Glycoalkaloid composition explains variation in slug resistance in *Solanum dulcamara*. *Oecologia* 2 495–506. 10.1007/s00442-018-4064-zPMC599710729383505

[B18] CalfO. W.van DamN. M. (2012). Bittersweet bugs: the Dutch insect community on the nightshade *Solanum dulcamara*. *Entomolog. Ber.* 72 193–198.

[B19] ChongJ.SoufanO.LiC.CarausI.LiS.BourqueG. (2018). MetaboAnalyst 4.0: towards more transparent and integrative metabolomics analysis. *Nucleic Acids Res.* 46 W486–W494. 10.1093/nar/gky31029762782PMC6030889

[B20] ChungS. H.FeltonG. W. (2011). Specificity of induced resistance in tomato against specialist lepidopteran and coleopteran species. *J. Chem. Ecol.* 37 378–386. 10.1007/s10886-011-9937-021455676

[B21] ChungS. H.RosaC.HooverK.LutheD. S.FeltonG. W. (2013). Colorado potato beetle manipulates plant defenses in local and systemic leaves. *Plant Signal. Behav.* 8:e27592 10.4161/psb.27592PMC409123524390091

[B22] D’AgostinoN.GolasT.van de GeestH.BombarelyA.DawoodT.ZethofJ. (2013). Genomic analysis of the native European *Solanum* species, *S. dulcamara*. *BMC Genomics* 14:356 10.1186/1471-2164-14-356PMC368002923713999

[B23] DannerH.DesurmontG. A.CristescuS. M.van DamN. M. (2017). Herbivore-induced plant volatiles accurately predict history of coexistence, diet breadth, and feeding mode of herbivores. *New Phytol.* 220 726–738. 10.1111/nph.1442828134434

[B24] de MendiburuF. (2017). *agricolae: Statistical Procedures for Agricultural Research. R package, version 1.2–8.*

[B25] de VosM.van OostenV. R.van PoeckeR. M. P.van PeltJ. A.PozoM. J.MüllerM. J. (2005). Signal signature and transcriptome changes of *Arabidopsis* during pathogen and insect attack. *Mol. Plant Microbe Interact.* 18 923–937. 10.1094/mpmi-18-092316167763

[B26] DesurmontG. A.ZemanovaM. A.TurlingsT. C. J. (2016). The gastropod menace: slugs on Brassica plants affect caterpillar survival through consumption and interference with parasitoid attraction. *J. Chem. Ecol.* 42 183–192. 10.1007/s10886-016-0682-227002323

[B27] ErbM.MeldauS.HoweG. A. (2012). Role of phytohormones in insect-specific plant reactions. *Trends Plant Sci.* 17 250–259. 10.1016/j.tplants.2012.01.00322305233PMC3346861

[B28] FalkK. L.KästnerJ.BodenhausenN.SchrammK.PaetzC.VassãoD. G. (2014). The role of glucosinolates and the jasmonic acid pathway in resistance of *Arabidopsis thaliana* against molluscan herbivores. *Mol. Ecol.* 23 1188–1203. 10.1111/mec.1261024313595PMC5147714

[B29] FoxJ.WeisbergS. (2011). *An R Companion to Applied Regression*, 2nd Edn Thousand Oaks, CA: SAGE Publications Inc, 472.

[B30] GaquerelE.GulatiJ.BaldwinI. T. (2014). Revealing insect herbivory-induced phenolamide metabolism: from single genes to metabolic network plasticity analysis. *Plant J.* 79 679–692. 10.1111/tpj.1250324617849PMC5140026

[B31] GeussD.LortzingT.SchwachtjeJ.KopkaJ.SteppuhnA. (2018). Oviposition by *Spodoptera exigua* on *Solanum dulcamara* alters the plant’s response to herbivory and impairs larval performance. *Int. J. Mol. Sci.* 19:4008 10.3390/ijms19124008PMC632131330545097

[B32] GeussD.StelzerS.LortzingT.SteppuhnA. (2017). *Solanum dulcamara*’s response to eggs of an insect herbivore comprises ovicidal hydrogen peroxide production. *Plant Cell Environ.* 40 2663–2677. 10.1111/pce.1301528667817

[B33] GlaweG. A.ZavalaJ. A.KesslerA.van DamN. M.BaldwinI. T. (2003). Ecological costs and benefits correlated with trypsin protease inhibitor production in *Nicotiana attenuata*. *Ecology* 84 79–90. 10.1890/0012-9658(2003)084[0079:ecabcw]2.0.co;2

[B34] GouldK. S. (2004). Nature’s Swiss army knife: the diverse protective roles of anthocyanins in leaves. *J. Biomed. Biotechnol.* 5 314–320. 10.1155/s1110724304406147PMC108290215577195

[B35] HeilM.Ibarra-LacletteE.Adame-ÁlvarezR. M.MartínezO.Ramirez-ChávezE.Molina-TorresJ. (2012). How plants sense wounds: damaged-self recognition is based on plant-derived elicitors and induces octadecanoid signaling. *PLoS One* 7:e30537 10.1371/journal.pone.0030537PMC327649622347382

[B36] HoweG. A.JanderG. (2008). Plant immunity to insect herbivores. *Annu. Rev. Plant Biol.* 59 41–66. 10.1146/annurev.arplant.59.032607.09282518031220

[B37] KarbanR. (2011). The ecology and evolution of induced resistance against herbivores. *Funct. Ecol.* 25 339–347. 10.1111/j.1365-2435.2010.01789.x

[B38] KarbanR.BaldwinI. T. (1997). *Induced Responses to Herbivory.* Chicago, IL: University of Chicago Press, 330.

[B39] KästnerJ.von KnorreD.HimanshuH.ErbM.BaldwinI. T.MeldauS. (2014). Salicylic acid, a plant defense hormone, is specifically secreted by a molluscan herbivore. *PLoS One* 9:e86500 10.1371/journal.pone.0086500PMC389927024466122

[B40] KhanM. B.HarborneJ. B. (1990). Induced alkaloid defence in *Atropa acuminata* in response to mechanical and herbivore leaf damage. *Chemoecology* 1 77–80. 10.1007/bf01325232

[B41] KorellL.SteinC.HensenI.BruelheideH.SudingK. N.AugeH. (2016). Stronger effect of gastropods than rodents on seedling establishment, irrespective of exotic or native plant species origin. *Oikos* 125 1467–1477. 10.1111/oik.02696

[B42] LawrenceS. D.NovakN. G.JuC. J. T.CookeJ. E. K. (2008). Potato, *Solanum tuberosum*, defense against Colorado potato beetle, *Leptinotarsa decemlineata* (Say): microarray gene expression profiling of potato by Colorado potato beetle regurgitant treatment of wounded leaves. *J. Chem. Ecol.* 34 1013–1025. 10.1007/s10886-008-9507-218581175

[B43] LeonJ.RojoE.Sanchez-SerranoJ. J. (2001). Wound signalling in plants. *J. Exp. Bot.* 52 1–9. 10.1093/jexbot/52.354.111181708

[B44] LorenzoO.SolanoR. (2005). Molecular players regulating the jasmonate signalling network. *Curr. Opin. Plant Biol.* 8 532–540. 10.1016/j.pbi.2005.07.00316039901

[B45] LortzingT.FirtzlaffV.NguyenD.RieuI.StelzerS.SchadM. (2017). Transcriptomic responses of *Solanum dulcamara* to natural and simulated herbivory. *Mol. Ecol. Resour.* 17 e196–e211. 10.1111/1755-0998.1268728449359

[B46] MaffeiM. E.MithöferA.BolandW. (2007). Insects feeding on plants: rapid signals and responses preceding the induction of phytochemical release. *Phytochemistry* 68 2946–2959. 10.1016/j.phytochem.2007.07.01617825328

[B47] MasonC. J.VillariC.Keefover-RingK.JagemannS.ZhuJ.BonelloP. (2017). Spatial and temporal components of induced plant responses in the context of herbivore life history and impact on host. *Funct. Ecol.* 31 2034–2050. 10.1111/1365-2435.12911

[B48] MathurV.GantaS.RaaijmakersC. E.ReddyA. S.VetL. E. M.van DamN. M. (2011). Temporal dynamics of herbivore-induced responses in *Brassica juncea* and their effect on generalist and specialist herbivores. *Entomol. Exp. Appl.* 139 215–225. 10.1111/j.1570-7458.2011.01122.x

[B49] MeldauS.ErbM.BaldwinI. T. (2012). Defence on demand: mechanisms behind optimal defence patterns. *Ann. Bot.* 110 1503–1514. 10.1093/aob/mcs21223022676PMC3503495

[B50] MeldauS.KästnerJ.von KnorreD.BaldwinI. T. (2014). Salicylic acid-dependent gene expression is activated by locomotion mucus of different molluscan herbivores. *Commun. Integr. Biol.* 7:e28728 10.4161/cib.28728PMC420348625346792

[B51] MellwayR. D.TranL. T.ProuseM. B.CampbellM. M.ConstabelC. P. (2009). The wound-, pathogen-, and Ultraviolet B-responsive MYB134 gene encodes an R2R3 MYB transcription factor that regulates proanthocyanidin synthesis in poplar. *Plant Physiol.* 150 924–941. 10.1104/pp.109.13907119395405PMC2689947

[B52] MithöferA.BolandW. (2008). Recognition of herbivory-associated molecular patterns. *Plant Physiol.* 146 825–831. 10.1104/pp.107.11311818316636PMC2259064

[B53] NakataM.Ohme-TakagiM. (2014). Quantification of anthocyanin content. *Bio Protoc.* 4:e1098 10.21769/BioProtoc.1098

[B54] NguyenD.D’AgostinoN.TytgatT. O. G.SunP. L.LortzingT.VisserE. J. W. (2016a). Drought and flooding have distinct effects on herbivore-induced responses and resistance in *Solanum dulcamara*. *Plant Cell Environ.* 39 1485–1499. 10.1111/pce.1270826759219

[B55] NguyenD.RieuI.MarianiC.van DamN. M. (2016b). How plants handle multiple stresses: hormonal interactions underlying responses to abiotic stress and insect herbivory. *Plant Mol. Biol.* 91 727–740. 10.1007/s11103-016-0481-827095445PMC4932144

[B56] NguyenD.PoeschlY.LortzingT.HoogveldR.Gogol-DöringA.CristescuS. M. (2018). Interactive responses of *Solanum dulcamara* to drought and insect feeding are herbivore species-specific. *Int. J. Mol. Sci.* 19:3845 10.3390/ijms19123845PMC632131030513878

[B57] Núñez-FarfánJ.FornoniJ.ValverdeP. L. (2007). The evolution of resistance and tolerance to herbivores. *Annu. Rev. Ecol. Evol. Sci.* 38 541–566. 10.1146/annurev.ecolsys.38.091206.095822

[B58] OriansC. M.ThornA.GomezS. (2011). Herbivore-induced resource sequestration in plants: why bother? *Oecologia* 167 1–9. 10.1007/s00442-011-1968-221431939

[B59] OrrockJ. L. (2013). Exposure of unwounded plants to chemical cues associated with herbivores leads to exposure-dependent changes in subsequent herbivore attack. *PLoS One* 8:e79900 10.1371/journal.pone.0079900PMC383583124278210

[B60] PetersK.WorrichA.WeinholdA.AlkaO.BalckeG.BirkemeyerC. (2018). Current challenges in plant eco-metabolomics. *Int. J. Mol. Sci.* 19:1385 10.3390/ijms19051385PMC598367929734799

[B61] PohlertT. (2014). *The Pairwise Multiple Comparison of Mean Ranks Package (PMCMR). R package, version 2016-01–06.*

[B62] R Core Team, (2016). *R: A Language and Environment for Statistical Computing.* Vienna: R Foundation for Statistical Computing.

[B63] RajS. N.SaroshB. R.ShettyH. S. (2006). Induction and accumulation of polyphenol oxidase activities as implicated in development of resistance against pearl millet downy mildew disease. *Funct. Plant Biol.* 33 563–571.10.1071/FP0600332689264

[B64] SchwachtjeJ.BaldwinI. T. (2008). Why does herbivore attack reconfigure primary metabolism? *Plant Physiol.* 146 845–851. 10.1104/pp.107.11249018316639PMC2259057

[B65] SchwachtjeJ.MinchinP. E. H.JahnkeS.van DongenJ. T.SchittkoU.BaldwinI. T. (2006). SNF1-related kinases allow plants to tolerate herbivory by allocating carbon to roots. *Proc. Natl. Acad. Sci. U.S.A.* 103 12935–12940. 10.1073/pnas.060231610316912118PMC1568949

[B66] SchweigerR.HeiseA. M.PersickeM.MüllerC. (2014). Interactions between the jasmonic and salicylic acid pathway modulate the plant metabolome and affect herbivores of different feeding types. *Plant Cell Environ.* 37 1574–1585. 10.1111/pce.1225724372400

[B67] SteinbrennerA. D.GomezS.OsorioS.FernieA. R.OriansC. M. (2011). Herbivore-induced changes in tomato (*Solanum lycopersicum*) primary metabolism: a whole plant perspective. *J. Chem. Ecol.* 37 1294–1303. 10.1007/s10886-011-0042-122161151

[B68] StoutM. J. (2013). Reevaluating the conceptual framework for applied research on host-plant resistance. *Insect Sci.* 20 263–272. 10.1111/1744-7917.1201123955879

[B69] StoweK. A.MarquisR. J.HochwenderC. G.SimmsE. L. (2000). The evolutionary ecology of tolerance to consumer damage. *Annu. Rev. Ecol. Syst.* 31 565–595. 10.1146/annurev.ecolsys.31.1.565

[B70] StraussS. Y.AgrawalA. A. (1999). The ecology and evolution of plant tolerance to herbivory. *Trends Ecol. Evol.* 14 179–185. 10.1016/s0169-5347(98)01576-610322530

[B71] StraussS. Y.StantonM. L.EmeryN. C.BradleyC. A.CarletonA.Dittrich-ReedD. R. (2009). Cryptic seedling herbivory by nocturnal introduced generalists impacts survival, performance of native and exotic plants. *Ecology* 90 419–429. 10.1890/07-1533.119323226

[B72] TangJ. Y.ZielinskiR. E.ZangerlA. R.CroftsA. R.BerenbaumM. R.DeLuciaE. H. (2006). The differential effects of herbivory by first and fourth instars of *Trichoplusia ni* (Lepidoptera: Noctuidae) on photosynthesis in *Arabidopsis thaliana*. *J. Exp. Bot.* 57 527–536. 10.1093/jxb/erj03216377737

[B73] ThalerJ. S.HumphreyP. T.WhitemanN. K. (2012). Evolution of jasmonate and salicylate signal crosstalk. *Trends Plant Sci.* 17 260–270. 10.1016/j.tplants.2012.02.01022498450

[B74] ThalerJ. S.StoutM. J.KarbanR.DuffeyS. S. (1996). Exogenous jasmonates simulate insect wounding in tomato plants (*Lycopersicon esculentum*) in the laboratory and field. *J. Chem. Ecol.* 22 1767–1781. 10.1007/bf0202850324227107

[B75] UnderwoodN. (2012). When herbivores come back: effects of repeated damage on induced resistance. *Funct. Ecol.* 26 1441–1449. 10.1111/j.1365-2435.2012.02055.x

[B76] van DamN. M.RaaijmakersC. E. (2006). Local and systemic induced responses to cabbage root fly larvae (*Delia radicum*) in *Brassica nigra* and *B. oleracea*. *Chemoecology* 16 17–24. 10.1007/s00049-005-0323-7

[B77] van DamN. M.WitteL.TheuringC.HartmannT. (1995). Distribution, biosynthesis and turnover of pyrrolizidine alkaloids in *Cynoglossum officinale*. *Phytochemistry* 39 287–292. 10.1016/0031-9422(94)00944-o

[B78] van der MeijdenE.WijnM.VerkaarH. J. (1988). Defense and regrowth, alternative plant strategies in the struggle against herbivores. *Oikos* 51 355–363.

[B79] van VeenH.VashishtD.AkmanM.GirkeT.MustrophA.ReinenE. (2016). Transcriptomes of eight *Arabidopsis thaliana* accessions reveal core conserved, genotype- and organ-specific responses to flooding stress. *Plant Physiol.* 172 668–689.2720825410.1104/pp.16.00472PMC5047075

[B80] van ZandtP. A.AgrawalA. A. (2004). Specificity of induced plant responses to specialist herbivores of the common milkweed *Asclepias syriaca*. *Oikos* 104 401–409. 10.1111/j.0030-1299.2004.12964.x

[B81] ViswanathanD. V.NarwaniA. J. T.ThalerJ. S. (2005). Specificity in induced plant responses shapes patterns of herbivore occurrence on *Solanum dulcamara*. *Ecology* 86 886–896. 10.1890/04-0313

[B82] ViswanathanD. V.ThalerJ. S. (2004). Plant vascular architecture and within-plant spatial patterns in resource quality following herbivory. *J. Chem. Ecol.* 30 531–543. 10.1023/b:joec.0000018627.26420.e015139306

[B83] VoelckelC.BaldwinI. T. (2004). Generalist and specialist lepidopteran larvae elicit different transcriptional responses in *Nicotiana attenuata*, which correlate with larval FAC profiles. *Ecol. Lett.* 7 770–775. 10.1111/j.1461-0248.2004.00633.x

[B84] WalkerA. J.GlenD. M.ShewryP. R. (1998). Purification and characterization of a digestive cysteine proteinase from the field slug (*Deroceras reticulatum*): a potential target for slug control. *J. Agric. Food Chem.* 46 2873–2881.

[B85] WalkerA. J.UrwinP. E.AtkinsonH. J.BrainP.GlenD. M.ShewryP. R. (1999). Transgenic Arabidopsis leaf tissue expressing a modified oryzacystatin shows resistance to the field slug *Deroceras reticulatum* (Müller). *Transgenic Res.* 8 95–103.1048130910.1023/a:1008814317199

[B86] WallingL. L. (2000). The myriad plant responses to herbivores. *J. Plant Growth Regul.* 19 195–216.1103822810.1007/s003440000026

[B87] WesterhuisJ. A.HoefslootH. C. J.SmitS.VisD. J.SmildeA. K.van VelzenE. J. J. (2008). Assessment of PLSDA cross validation. *Metabolomics* 4 81–89.

[B88] WiklundS.JohanssonE.SjostromL.MellerowiczE. J.EdlundU.ShockcorJ. P. (2008). Visualization of GC/TOF-MS-based metabolomics data for identification of biochemically interesting compounds using OPLS class models. *Anal. Chem.* 80 115–122.1802791010.1021/ac0713510

[B89] WinglerA.RoitschT. (2008). Metabolic regulation of leaf senescence: interactions of sugar signalling with biotic and abiotic stress responses. *Plant Biol.* 10 50–62.1872131110.1111/j.1438-8677.2008.00086.x

[B90] WintermansJ. F.DemotsA. (1965). Spectrophotometric characteristics of chlorophylls a and b and their pheophytins in ethanol. *Biochim. Biophys. Acta* 109 448–453.586754610.1016/0926-6585(65)90170-6

[B91] WittstockU.GershenzonJ. (2002). Constitutive plant toxins and their role in defense against herbivores and pathogens. *Curr. Opin. Plant Biol.* 5 300–307.1217996310.1016/s1369-5266(02)00264-9

[B92] WorleyB.PowersR. (2013). Multivariate analysis in metabolomics. *Curr. Metab.* 1 92–107.10.2174/2213235X11301010092PMC446518726078916

[B93] ZangerlA. R.HamiltonJ. G.MillerT. J.CroftsA. R.OxboroughK.BerenbaumM. R. (2002). Impact of folivory on photosynthesis is greater than the sum of its holes. *Proc. Natl. Acad. Sci. U.S.A.* 99 1088–1091.1179286610.1073/pnas.022647099PMC117434

[B94] ZhangQ.PetersJ. L.VisserE. J. W.de KroonH.HuberH. (2016). Hydrologically contrasting environments induce genetic but not phenotypic differentiation in *Solanum dulcamara*. *J. Ecol.* 104 1649–1661.

[B95] ZhouS.LouY. R.TzinV.JanderG. (2015). Alteration of plant primary metabolism in response to insect herbivory. *Plant Physiol.* 169 1488–1498.2637810110.1104/pp.15.01405PMC4634104

[B96] ZhuX. Y.ChenJ. Y.QiuK.KuaiB. K. (2017). Phytohormone and light regulation of chlorophyll degradation. *Front. Plant Sci.* 8:1911 10.3389/fpls.2017.01911PMC568152929163624

[B97] Zhu-SalzmanK.ZengR. (2015). Insect response to plant defensive protease inhibitors. *Annu. Rev. Entomol.* 60 233–252.2534110110.1146/annurev-ento-010814-020816

# Supplementary material for: Slug Feeding Triggers Dynamic Metabolomic and Transcriptomic Responses Leading to Induced Resistance in Solanum dulcamara
**Source:** Front Plant Sci. 2020 Jun 18;11:803. doi: 10.3389/fpls.2020.00803
**Supplement:** Supplementary file 1

**Document S1** Protocols for untargeted metabolic profiling, phytohormone quantification and RT-qPCR validation of microarray

*Metabolic profiling*

*Extraction*

Fresh leaves were ground in liquid nitrogen. About 100 mg of each sample was double extracted with respectively 1.0 and 0.9 ml MeOH:Acetate (50/50, v/v%) buffer (pH 4.8) in 2 ml reaction tubes holding two glass beads (5 mm Ø) by shaking in a TissueLyser (Qiagen, Venlo, the Netherlands) at 50 Hz for 5 minutes followed by centrifugation at 14.000 rpm at 4 °C. Clear supernatants were combined and stored at -20 °C until further processing.

*LC-qToF-MS analyses*

Two sets of diluted crude extracts (1:5 and 1:50) were analysed with an UltiMate™ 3000 Standard Ultra-High-Pressure Liquid Chromatography system (UHPLC, Thermo Fisher Scientific).

The 1:5 dilutions were analysed using an Acclaim® Rapid Separation Liquid Chromatography (RSLC) 120 column (100 × 2.1 mm, particle size 2.2 μm, Thermo Fisher Scientific) and the following gradient at a flow rate of 0.4 mL / min^-1^: 0–2 min isocratic 95% A (water / formic acid 99.95/0.05 (v/v%)), 5% B (acetonitrile / formic acid 99.95/0.05 (v/v%)); 2–7 min, linear from 5% to 30% B; 7–12 min, linear from 30% to 35% B; 12-15 min, linear from 35% to 95% B; 15–17 min, isocratic 95% B; 17–19 min, linear from 95% to 5% B; 19–23 min, isocratic 5% B. Metabolites were detected with a maXis impact™ quadrupole time-of-flight mass spectrometer (qToF-MS, Bruker Daltonics) applying the following conditions in positive mode: scan range 50–1000 *m/z*; acquisition rate 3 Hz; end plate offset 500 V; capillary voltage 3500 V; nebulizer pressure 2 bar, dry gas 10 L min^-1^, dry temperature 220 °C. Mass calibration was performed using sodium formate clusters (10 mM solution of NaOH in 50/50 (v/v%) isopropanol water containing 0.2% formic acid.

To achieve a better chromatographic separation, the 1:50 diluted extracts were analysed using a Acclaim® Rapid Separation Liquid Chromatography (RSLC) 120 column (150 × 2.1 mm, particle size 2.2 μm, Thermo Fisher Scientific) and the following gradient at a flow rate of 0.4 mL/min^-1^: 0–2 min isocratic 95% A (water/formic acid 99.95/0.05 (v/v%)), 5% B (acetonitrile/formic acid 99.95/0.05 (v/v%)); 2–15 min, linear from 5% to 40% B; 15–20 min, linear from 40% to 95% B; 20–22 min, isocratic 95% B; 22–25 min, linear from 95% to 5% B; 25–30 min, isocratic 5% B. Metabolites were detected with a maXis impact™ quadrupole time-of-flight mass spectrometer (qToF-MS, Bruker Daltonics) applying the following conditions in positive mode: scan range 50–1400 *m/z*; acquisition rate 3 Hz; end plate offset 500 V; capillary voltage 3500 V; nebulizer pressure 2 bar, dry gas 10 L min^-1^, dry temperature 220 °C. Mass calibration was performed using sodium formate clusters (10 mM solution of NaOH in 50/50 (v/v%) isopropanol water containing 0.2% formic acid.

*Data processing*

The LC-qToF-MS raw data were recalibrated and then converted to the mzXML format by using the CompassXport utility of the DataAnalysis software (Bruker Daltonik GmbH, Bremen, Germany). Mass spectra of the dataset obtained from analysing the 1:5 diluted samples were processed using XCMS and CAMERA packages in R (Smith *et al*., 2006; Kuhl *et al*., 2012). The datasets from local and systemic leaves were processed separately, because of the large fraction of position specific metabolites. Automated peak picking and alignment were done within a retention time between 50–480 seconds, signal:noise ratio ≥ 50, maximum deviation of 5 ppm, 3 seconds retention time window, mass/charge window of 0.005 and minimum occurrence in four out of six samples in at least one treatment. Resulting features were grouped to belong to the same metabolite after symmetric retention time correction, within a retention time window of maximum 5 seconds and minimum mutual correlation of 0.8. Feature intensities were multiplied by their dilution factor (5) and samples normalised by the fresh weight of the leaf material used for extraction. Missing values were replaced by the treatment mean value only when one of six replicates was missing or else by a random value between 1 and half of the minimum value in the complete dataset. Feature groups, potentially representing single metabolites, were reduced to one feature to represent the respective metabolite in later analysis. This was done by applying the in-house maximum heuristic approach, which selects the feature with the highest intensity in the majority of the samples.

*Relative quantification of highly abundant metabolites*

Peak intensities of four putatively identified glycoalkaloids (α-solamarine, β-solamarine, solasonine and solamargine; all with retention times greater than 480 sec) exceeded the saturation intensity threshold and were therefore manually quantified from the 1:50 diluted samples. Values corresponding to these metabolites in the automatically processed dataset were replaced by the manually quantified intensities after dilution correction.

*Putative identification of metabolites of interest*

Putative identification was based on (Calf *et al*. 2019). Tandem mass spectrometry (MS^2^) spectra were acquired by injection of samples that contained the highest amount of the metabolites of interest. The separation was achieved by using the same chromatographic conditions as described above. MS^2^ spectra were collected by using the automated MSMS function of the Bruker oToF Control software. Spectra were evaluated for metabolites of interest with particular emphasis on fragmentation of the parental metabolite.

*Targeted analyses of induced responses*

The levels of total proteins, polyphenol oxidase (PPO) activity, trypsin protease inhibitor (TPI) activity, chlorophyll and anthocyanin in local and systemic leaves were quantified spectrophotometrically. Three technical replicates were analysed in microplate assays on a SpectraMax® 190 absorbance plate reader (Molecular Devices, San Jose, USA) using SoftMax® Pro software.

The levels of total proteins, PPO activity and TPI were quantified from the same protein extract. This was obtained from 90–110 mg ground fresh leaf material (weighed to the nearest decimal). Extraction was performed in 2 ml reaction tubes holding two glass beads (5 mm Ø) with 0.8 ml 0.1 M KPO_4_ buffer (pH 7.3) containing 5% (w/v) PVPP (Sigma-Aldrich, Zwijndrecht, the Netherlands, P6755) and 0.83% (v/v) Triton™ X-100 (Sigma-Aldrich, T8787). Reaction tubes were shaken twice at 50 Hz using a TissueLyser (Qiagen, Venlo, the Netherlands) for 30 seconds with a 60 second interval, followed by centrifugation for five minutes at 14.000 rpm by 4 °C. The clear supernatant was stored at -20 °C until further processing. Total protein content (mg g^-1^ FW) was determined relative to a 7 point concentration series (10–500 mg ml^-1^) of albumin (735078, Boehringer-Mannheim, Mannheim, Germany) at 595 nm using the Bradford method (Bradford 1976). The activity of PPO was quantified by the change in absorbance at 435 nm (ΔOD_435_ min^-1^ mg^-1^ protein) using 2.92 mM caffeic acid (Sigma-Aldrich, C0625) as substrate following a method derived from Thaler *et al.* (1996). We quantified TPI activity (μg mg^-1^ protein) relative to a 6 point concentration series (10–100 µg ml^-1^) of soybean TPI (Sigma-Aldrich, T9003) following the method derived from (Bode *et al.* 2013). We used 0.2 mg ml^-1^ bovine trypsin protease (Sigma-Aldrich, T8003) as reference enzyme and N-benzoyl-DL-arginine-ß-naphtylamide hydrochloride (BANA, Sigma-Aldrich, B4750) as substrate. TPI activity was calculated from the difference in absorbance at 550 nm.

Total chlorophyll levels were quantified using to the method described by Wintermans & Demots (1965). A leaf extract was obtained from 30–40 mg ground fresh leaf material (weighed to the nearest decimal). Extraction was performed in 2 ml reaction tubes holding two glass beads (5 mm Ø) with 1.8 ml absolute EtOH (Emsure®, Sigma-Aldrich). Reaction tubes were shaken three times at 50 Hz using a TissueLyser (Qiagen) for 30 seconds with a 60 second interval, followed by centrifugation for five minutes at 14.000 rpm by 4 °C. We measured the absorbance of the clear supernatant at 654 nm and calculated the total chlorophyll levels (mg g^-1^ FW) with the reported absorbance coefficient (39.8 g^-1^ cm^-1^)using the following formula:

$$\left[ \mathrm{Ext}_{654}-\mathrm{EtOH}_{654} \right]*\frac{1.8}{Volume used \left( \mathrm{ml} \right)}*\frac{1}{39.8}*\frac{1}{FW (g)}$$

Anthocyanin levels were quantified following the protocol by Nakata & Ohme-Takagi (2014). A leaf extract was obtained from 75–90 mg ground fresh leaf material (weighed to the nearest decimal). Extraction was performed in 2 ml reaction tubes holding two glass beads (5 mm Ø) with 0.6 ml extraction buffer of 45% MeOH and 5% AcOH in water (pH 2.68). Reaction tubes were shaken three times at 50 Hz using a TissueLyser (Qiagen) for 30 seconds with a 60 second interval, followed by centrifugation for two minutes at 14.000 rpm by 4 °C. We measured the absorbance of the clear supernatant at 530 and 657 nm and calculated the relative anthocyanin levels (OD_530_ g^-1^ FW) using the following formula:

$$\left[ \mathrm{Ext}_{530}-\mathrm{Buffer}_{530} \right]-(0.25*\left[ \mathrm{Ext}_{657}-\mathrm{Buffer}_{657} \right]*\frac{0.6}{Volume used \left( \mathrm{ml} \right)}*\frac{1}{FW (g)}$$

*Mass spectrometry for phytohormone measurements*

Mass spetrometry for phytohormone measurements: A Synapt G2-S HDMS (Waters®, Milford, Massachusetts, USA) was used for phytohormone separation, detection, and quantification. A sample of 7 µl was injected into the UPLC system AQUITY™, Waters, Milford Massachusetts USA) and separated on a C18 column (Acquity UPLC Waters, BEH-C18, Ø 2.1 mm x 50 mm, particle size 1.7 µm). In a gradient separation, water and methanol (each with 0.1% formic acid (v/v) were used as eluents A and B with constant flow of 250 µl/min at 30°C (eluent B: 0 min: 30%; 1 min: 30%; 4.5 min: 90%; 8 min: 90%; 9 min: 30%; 3 min equilibration time between the runs). The separated compounds were negatively ionized by electrospraying (ESI) at the following conditions: capillary voltage 2.5 kV, nebulizer 6 bar, desolvation gas flow rate 500 l/hour, 80°C source temperature and 150°C desolvation temperature, N_2_ as desolvation gas. Compounds were detected by tandem mass spectrometry scanning the full mass spectrum of compounds between 50 and 600 m/z. Compounds were fragmented in the ion mobility cell with 2 V and 4 V collision energy on the transfer- and trap lense clusters respectively. The phytohormonal compounds were annotated according to their parent [M-H]- ion and a diagnostic daughter ion as well as according to co-elution with their deuterated derivatives (see supplemental table S1 for details).

*RT-qPCR for microarray validation*

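On the arrays, 8 of the 10 genes compared in Fig. S1 were past both thresholds at 0 h, and 2 at 24 h. Adjusted over the list alone, these numbers were 8 and 3. At 0 h the log2-fold differences were largest for *PI1*, *KPI4* and *PPOA*; the contig of *PPOA* (comp2630_c0_seq2) differed by 5.77 (standard error 1.06, adjusted *P* = 0.00238), although 1 of 4 control samples was well above background for it. At 24 h *PPOA* differed by −0.43 (adjusted *P* = 0.871). *ERF4* (comp3023_c0_seq1) was the only gene of the list that was lower past both thresholds at 0 h, by −1.4 (adjusted *P* = 0.00772), and *CS* (comp14877_c0_seq1) was higher by 1.69 (adjusted *P* = 0.00385). At 24 h *CS* was higher by 1.39 in 4 of 4 populations (adjusted *P* = 0.0527), and it was past both thresholds with the population as a block. The RT-qPCR values were not analyzed here.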

New total RNA isolates were made from pools of ground leaf tissue, each including the four plants of a single plant population in each treatment, as hybridized on the microarray. Extraction and purification were performed using the RNeasy® Plant Mini kit (Qiagen) and DNAse I, RNAse-free (Fermentas) following the manufacturer’s instructions. Then, cDNA was synthesised from ~1000 ng total RNA using the iScript™ cDNA Synthesis kit (BIO-RAD) and diluted to an equivalent of 4 ng total RNA per µl. Gene primers for qPCR (Table S1) were designed using the primer NCBI BLAST-tool ([www.ncbi.nlm.nih.gov/tools/primer-blast/](http://www.ncbi.nlm.nih.gov/tools/primer-blast/)). RT-qPCR was performed using the amount of cDNA corresponding to 20 ng total RNA in a 20 µl mix containing 12.5 µl iQ™ SYBR® green Supermix (BIO-RAD) and 250 nM of both the forward and reverse primer. Reactions were performed on a CFX96™ Real-Time System (BIO-RAD) using a protocol of 40 cycles of 10 s at 95 °C and 30 s at 60 °C followed by a melt-curve analysis.

*References*

**Bode RF, Halitschke R, Kessler A. 2013.** Herbivore damage-induced production and specific anti-digestive function of serine and cysteine protease inhibitors in tall goldenrod, *Solidago altissima* L. (Asteraceae). *Planta* **237**:1287–1296.

**Bradford MM. 1976.** A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. *Analytical Biochemistry* **72**:248–254.

**Kuhl C, Tautenhahn R, Bottcher C, Larson TR, Neumann S.** **2012** CAMERA: An integrated strategy for compound spectra extraction and annotation of liquid chromatography/mass spectrometry data sets. *Analytical Chemistry* **84**:283–289.

**Nakata M, Ohme-Takagi M. 2014.** Quantification of anthocyanin content. *Bioprotocol* **4**:e1098.

**Smith CA, Want EJ, O'Maille G, Abagyan R, Siuzdak G.** **2006** XCMS: Processing mass spectrometry data for metabolite profiling using nonlinear peak alignment, matching, and identification. *Analytical Chemistry* **78**:779–787.

**Thaler JS, Stout MJ, Karban R, Duffey SS. 1996.** Exogenous jasmonates simulate insect wounding in tomato plants (*Lycopersicon esculentum*) in the laboratory and field. *Journal of Chemical Ecology* **22**:1767–1781.

**Wintermans JF, Demots A. 1965.** Spectrophotometric characteristics of chlorophylls a and b and their pheophytins in ethanol. *Biochimica Et Biophysica Acta* **109**:448–453.

# Supplementary material for: Slug Feeding Triggers Dynamic Metabolomic and Transcriptomic Responses Leading to Induced Resistance in Solanum dulcamara
**Source:** Front Plant Sci. 2020 Jun 18;11:803. doi: 10.3389/fpls.2020.00803
**Supplement:** Supplementary file 2

## Supplementary figures

**Fig. S1**

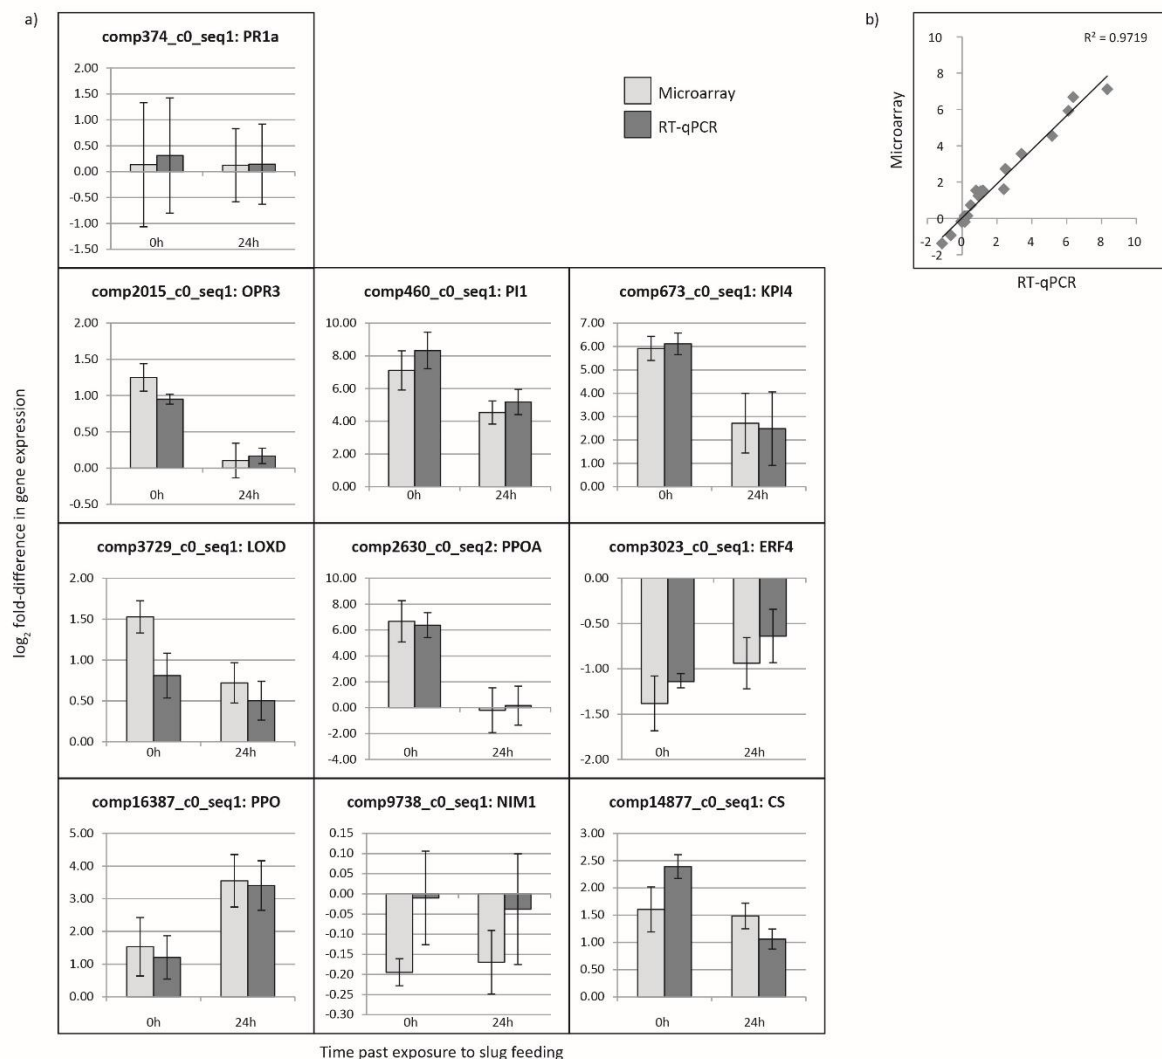

**Fig. S1** Validation of microarray analyses based on expression of 10 contigs as measured by qPCR (see Document S1) in *Solanum dulcamara* leaves upon feeding by the grey field slug (GFS, *Deroceras reticulatum*). **a)** mean ( $\pm$  SE) difference in expression relative to undamaged control samples directly (0h) after 24h of exposure to GFS or after an additional 24h without exposure to slug feeding. **b)** Correlation of contig expression as quantified by both methods

**Fig. S2**

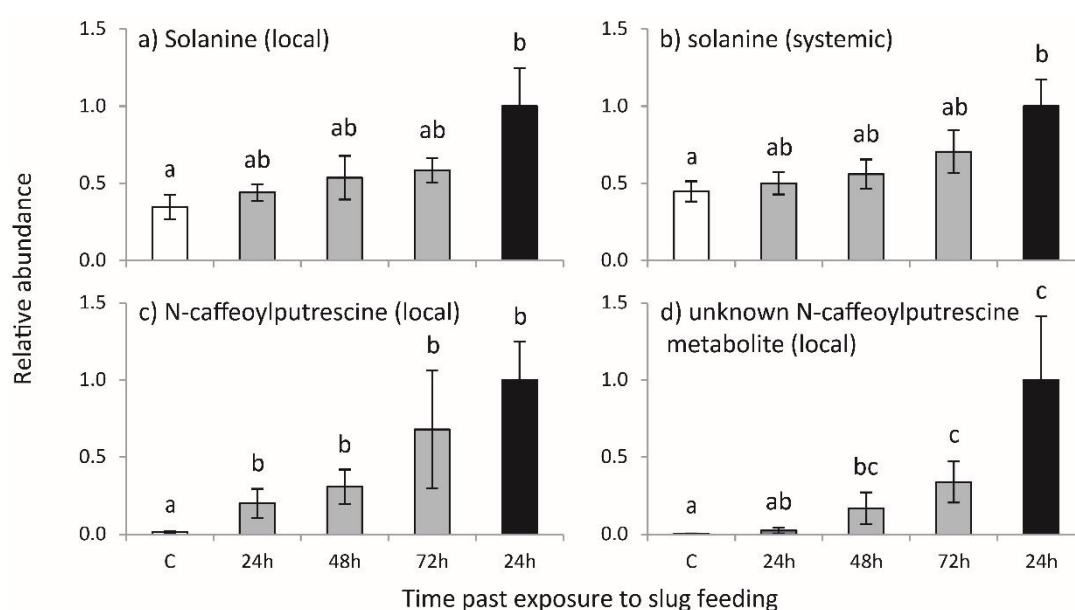

**Fig. S2** Induced responses in *Solanum dulcamara* leaves after feeding by the grey field slug (GFS, *Deroceras reticulatum*). Plants ( $n = 6$ ) were left undamaged (control treatment: C, white bar) or exposed to feeding by GFS for 24h (grey bars) or 72h (black bar). Samples were collected at 24h, 48h or 72h past the end of the treatment period (see also Fig. 1). Mean relative abundance ( $\pm$  SE) is shown of four defence metabolites that were selected from untargeted metabolomic analyses (Fig. 3). Treatment effects were further tested using One-Way ANOVA. **a)** Solanone in local leaves (LGA3,  $F = 3.864$ ,  $P = 0.014$ ); **b)** Solanone in systemic leaves (SGA3,  $F = 3.283$ ,  $P = 0.027$ ); **c)** N-caffeoylputrescine in local leaves (L005,  $F = 8.225$ ,  $P = <0.001$ ); **d)** unknown N-caffeoylputrescine metabolite ( $m/z$  347.2) in local leaves (L026,  $F = 12.360$ ,  $P = <0.001$ ). Different letters over the bars indicate significant differences among treatments according to Tukey post-hoc test ( $P < 0.05$ ).

How the deposited data were processed for this re-analysis (not part of the article)

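Gene expression was measured in leaves of *S. dulcamara* on 16 single-color Agilent arrays. Each array held the pooled RNA of 4 plants of 1 population, from plants left undamaged or exposed to GFS for 24 h, sampled 0 h or 24 h after the end of the exposure. Each of the 4 groups thus held 4 samples, 1 from each of the populations Erkner, Friesland, Goeree and Siethen. The condition and the replicate number of each array were taken from the sample labels, and the population from the sample descriptions.

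The authors scanned the arrays and read them with the Agilent scanner software, and deposited for each spot its brightness, its local background and a background-corrected and detrended intensity on a linear scale, together with marks for spots well above background, saturated spots and deviating spots. The authors also deposited a table of log2 values, 1 per spot and array. Within each array the order of its values is that of the median brightness of the spot minus its local background (Spearman correlation 1), and equally ranked values of different arrays nearly coincide, so the table was treated as background-subtracted, quantile-normalized log2 values; it runs from −2.09 to 18.03 and was used as an alternative. Of the 62970 spots, 1319 were control spots, and the 61651 contig spots stood for 33957 contigs, each direction of a contig that was spotted both ways being counted as a contig of its own. A description was given for 24673 of the contigs.

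Spots marked as deviating were set aside, and the background-corrected intensities of all arrays were quantile normalized with limma (version 3.58.1) in R (version 4.3.3). The spots of a contig were averaged and the mean was log2 transformed. The critical level of each array was the 90th percentile of its dark corner spots, and a contig was kept when it lay above that level in all 4 samples of at least 1 group. A linear model with 1 mean per group was fitted to all 16 arrays with lmFit, and moderated t-tests (eBayes) compared slug-exposed with control samples at 0 h and at 24 h, these 2 differences with each other, and control samples at 24 h with those at 0 h. German and Dutch populations were compared in a model with country added, and their responses in a model with a mean for each group and country. *P* values were adjusted with the method of Benjamini and Hochberg, and a contig was called past both thresholds at an adjusted *P* under 0.05 and an absolute log2-fold difference over 1; every adjusted *P* of a contig in the text comes from limma. The prior had 1.93 degrees of freedom. PCA was run with prcomp on contigs centered but not scaled. Scores were compared by exact permutation of the samples, and the error of a share of variance by jackknife over the arrays. Gene sets were defined by words in the descriptions of the contigs and tested with camera (correlation 0.01 between members) and fry, both from limma, and per sample by exact permutation of the median deviation of the set. The tests of a gene set between the time points were added after the results at each time point had been seen. Tables were read with Python (version 3.11.15), pandas (2.3.3), numpy (2.4.6) and data.table (1.17.8), and figures were drawn with matplotlib (3.10.9).

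The contigs named in the text follow a rule that was set together with the comparisons and their alternatives before the data were examined. They are every contig that the text of the paper, Table S4 or Fig. S1 names, the reference genes of Table S2, and, for the comparisons at 0 h, at 24 h and between them, the 3 contigs with the largest positive and the 3 with the largest negative difference among those past both thresholds that changed in the same direction in all 4 populations. Where no array of a group was well above background for a contig, a bound replaces the fold.

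The alternatives were the population as a block, scaling to the 75th percentile, a normexp background correction with an offset of 50, the deposited log2 table, 4 other filters on dim contigs (spots well above background, hairpin control spots for the critical level, all 16 arrays, none), a floor at the critical level, deviating spots kept, the mean of log2 values, a model of the 8 arrays of a time point, eBayes with trend and robust estimation, the adjusted *P* alone, treat, slide as a block, unit variance in the PCA, fry, and leaving out each sample and each population in turn. Added after the values had been seen were the log2 table with a critical level from its own dark corner spots, the population as a random block for the comparison of countries, word patterns in which hyphens also match blanks, the pairing of PC1 responses within populations, and for comp2630_c0_seq3 at 0 h a floor, for samples not well above background, at the lowest signal among spots well above background.

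The replicate number stands for the population, as the sample descriptions state. Deviations from the group means of samples of the same population correlated with a median of 0.378 across contigs (0.139 to 0.555, 24 pairs), against 0.0969 between the populations of a country (24 pairs) and −0.223 between countries (48 pairs), so the numbers pair the samples.

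The steps were tested on simulated data of 28616 contigs with the spread of the arrays, in which 200 contigs were changed by 2 on the log2 scale. Of these, 86.5% were recovered at 0 h with 5 false calls and 85.5% at 24 h with 5, 87.5% at 0 h with the population as a block with 7, and 94.5% between the countries with 1. For the difference between the time points, 78.5% of 400 changed contigs were recovered with 17 false calls. Without any change, there were 0 calls. The simulated samples varied independently, whereas samples of a population resembled each other on the arrays. The share recovered between the countries therefore does not carry over to differences between populations. Single-color arrays have no sequencing depth; between 79.85% and 83.2% of the contig spots were well above background, and smaller changes than the simulated ones are detected less often.

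GO annotation, RT-qPCR, phytohormone, metabolite and preference data were not analyzed here. No genome was used, since the probes refer to assembled contigs.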

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

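Tests of the slides and of single deviating arrays for the photosynthesis set, of the slides for the control samples, and of gene sets between the time points were chosen after the results were seen.

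Among 204 groups of 4 samples that were checked for a sample lying far from the other 3, 13 had one, where chance gives about 1 in 20. The control sample of Friesland at 24 h had a PC1 score of −75.88, against −26.89 to −19.66 in the other control samples. Without the control sample of Friesland 114 contigs were regulated at 24 h. It was the only control sample at 24 h in which contigs upregulated at 0 h were not raised, so which control samples deviate is not settled. The slug-exposed sample of Siethen at 24 h had 51010 contig spots well above background, against 49340 to 49620, or 82.74% against 80.04% to 80.49%, and that of Goeree at 24 h had 3 non-uniform spots where the others had 0. In the slug-exposed sample of Goeree at 0 h the jasmonate set deviated by 0.628 from the mean of all samples, against 0.821 to 0.832, and in the control sample of Siethen at 0 h the cell wall set by −0.029, against −0.183 to −0.159. On the log2 scale, comp1119_c0_seq1 was 8.09 in the control sample of Goeree at 24 h (1.32 to 1.97 in the others), comp3023_c0_seq1 was 12.42 in the control sample of Goeree at 0 h (11.34 to 11.47), and comp20021_c0_seq1 was 5.24 in the slug-exposed sample of Siethen at 0 h (5.72 to 5.76). The contigs comp27251_c0_seq1 and comp11710_c0_seq1 deviated near the background, comp27251_c0_seq1 with 1.94 in the control sample of Siethen at 0 h (1.22 to 1.32) and 2.38 in its slug-exposed sample at 24 h (1.28 to 1.31), and comp11710_c0_seq1 with 2.28 in the slug-exposed sample of Friesland at 0 h (1.23 to 1.4) and 2.05 in the control sample of Siethen at 24 h (1.28 to 1.35). In the control samples at 0 h comp1119_c0_seq1 was likewise high in Goeree, with 7.84 against 1.54 to 2.91, so a single deviating array does not account for its value. For the other items no explanation was tested.

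The response to feeding differed between the time points for 43 contigs past both thresholds, 19 with a higher and 24 with a lower value at 0 h. Of 100 drawn exchanges of the time points within each treatment, 2 gave as many, the real one included. This passes 0.05, but most of these exchanges break the population pairs. The other exchange that gave as many, with 1051 contigs, set both control samples of Friesland against both control samples of Goeree. The next most was 3, and among the 5 that part all population pairs the most other than the real one was 0. These 5 are too few to pass 0.05, so with the pairs kept chance cannot be excluded. The count depended on single samples and on the model, with 0 without the control sample of Goeree at 0 h, 117 without the control sample of Friesland at 24 h, and 304 with the population as a block. Leaving out each sample or population in turn, the calls of the contigs named by the rule were lost in 9 to 17 of 20 fits. Among these contigs, the difference was 3.45 for comp10758_c0_seq1 (lost in 17, for example at 3.42 without the control sample of Goeree at 0 h), 3.34 for comp20021_c0_seq1 (a WRKY factor at least 4.41-fold higher at 0 h and at 0.05 on the log2 scale at 24 h, where 1 of 8 samples was well above background) and 2.45 for comp17632_c0_seq1 (2.78 at 0 h and 0.33 at 24 h). The fitted difference was −2.61 for comp30398_c0_seq1 (at least 1.18-fold lower at 0 h, below background in both groups at 24 h), −2.37 for comp11710_c0_seq1 (at least 1.68-fold higher at 24 h, below background in both groups at 0 h) and −2.22 for comp21509_c0_seq2 (−2.04 at 0 h and 0.17 at 24 h, the sign at 24 h changing to −0.04 without the population Goeree). The fitted values of comp20021_c0_seq1, comp30398_c0_seq1 and comp11710_c0_seq1 rest on groups below background and do not measure the size of a difference. For comp10758_c0_seq1, comp17632_c0_seq1 and comp21509_c0_seq2, which were well above background on all arrays, a response that differs with time is a candidate biological explanation, which was not tested further.

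Gene sets also differed between the time points: the photosynthesis set by −0.57, the polyphenol oxidase set by 2.44 and the jasmonate set by 0.69 on the log2 scale, each past 0.05 with camera and with fry. The photosynthesis set went in opposite directions at the time points in all 4 populations. If the scaling between arrays moved all bright contigs alike, random sets of the same brightness would have moved as far, whereas the middle of their medians at 0 h was −0.1. With slide as a block the median of the photosynthesis set at 0 h was −0.37, and without any single sample or population it was −0.27 or lower, so neither the slides nor a single deviating array gives rise to it. A reduced level of photosynthesis transcripts right after feeding that is past by 24 h may be a biological response, which remains a hypothesis because it was found and tested on the same samples.

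The paper does not report on changes between the control samples of the time points, and 53 contigs differed, 8 higher and 45 lower at 24 h. Of the 35 splits of the 8 control samples into 4 and 4, 1 gave as many, the real one. The most in another split was 6, but most of these splits break the population pairs. Among the 8 splits that part all population pairs, the most other than the real one was 0. These 8 splits are too few to exclude chance with the pairs kept. The slides, which hold unequal numbers of control samples at 0 h, were tested as a block, under which 46 of the 53 contigs stayed past both thresholds. The count was 160 with the population as a block, and ranged from 1 without the population Erkner or the population Goeree to 85 without the control sample of Friesland at 24 h. Of the 53 contigs, 8 were also regulated at 0 h and 5 at 24 h, and for 2 the response to feeding differed between the time points. The age of the plants and the conditions on the day of sampling differ with the time point in this design and remain open, as untested biological explanations.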

How the results depend on the processing

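The log2 table with its own critical level, the population as a random block and the patterns without hyphens were chosen after the results were seen.

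With the population as a block, which pairs the samples of a population, 533 contigs were regulated at 24 h (458 up, 75 down), 304 differed in response between the time points and 160 differed between the control samples. The block also moved the 24 h values of comp14877_c0_seq1 (1.39), comp1119_c0_seq1 (5.61), comp14378_c0_seq2 (−3.16), comp15802_c0_seq1 (−1.31), comp28023_c0_seq1 (−2.36), comp1206_c0_seq1 (3.55) and comp25796_c0_seq1 (2.95) past both thresholds, as well as the differences of comp2015_c0_seq1 (1.21) and comp15802_c0_seq1 (−1.97) between the time points, whereas that of the protease inhibitor set (0.24) no longer passed. Of the counts rerun with the block, those that moved by more than 1.5 times are given with their results; it changed no other call among the gene sets and the contigs named in the text.

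The normexp correction lowered most counts: 824 contigs were regulated at 0 h (642 up, 182 down), 154 at 24 h (149 up, 5 down) and 893 at either, 32 differed between control samples and 216 between the countries. It raised the contigs whose response differed between the time points to 83 and the share of PC1 to 34.2%. Values near 0 changed sign: comp2630_c0_seq3 at 24 h to −0.32, comp20021_c0_seq1 at 24 h to −0.01 and comp11710_c0_seq1 at 0 h to −0.03. With the adjusted *P* alone, 5142 contigs were regulated at 0 h (2477 up, 2665 down), 499 at 24 h (386 up, 113 down) and 5311 at either; 98 differed between control samples and 3263 between the countries. The treat test of limma gave 146 at 0 h (140 up, 6 down), 0 at 24 h (0 up, 0 down; 198 at an unadjusted *P* under 0.05) and 146 at either. It gave 0 for the difference between the time points (124 unadjusted), 0 between the control samples (68 unadjusted) and 45 between the countries.

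In the deposited log2 table 8 contigs were downregulated at 24 h, and comp2630_c0_seq3 was −0.06 at 24 h. At 0 h, where neither group is well above background, comp27251_c0_seq1 was 0.22 and comp11710_c0_seq1 −0.18. With the table's own critical level, 9 contigs were downregulated at 24 h, 73 differed in response between the time points and 408 between the countries; PC1 held 31.7%, the salicylate set at 0 h was −0.15 and comp2630_c0_seq3 at 24 h again −0.06. Requiring all 16 arrays above the critical level gave 10 downregulated contigs at 24 h, an abscisic acid set at −0.09 at 0 h and a difference of the phenylpropanoid set between the time points of 0.17. The floor gave −0.09 for comp2630_c0_seq3 at 24 h and 0 for comp27251_c0_seq1 at 0 h, and the mean of log2 values −0.16 for the abscisic acid set at 0 h. Models of the 8 arrays of a time point gave 23 regulated contigs at 24 h (21 up, 2 down). The number whose response differed between the time points was 27 with 75th percentile scaling, 79 with trend and robust estimation and 76 with slide as a block. Slide as a block also gave 0.1 for comp27251_c0_seq1 at 0 h and −0.13 for the salicylate set at 0 h, and patterns without hyphens gave −0.19 for that set. With unit variance PC2 held 13.6%, and with the population as a random block 426 contigs differed between the countries. By fry in place of camera, the jasmonate (0.12), flavonoid (0.27) and abscisic acid (−0.05) sets at 24 h and the differences of the protease inhibitor (0.24) and phenylpropanoid (0.21) sets between the time points did not pass or pointed the other way.

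Leaving out each sample or population in turn gave 10 to 311 regulated contigs at 24 h (10 to 277 up, 0 to 34 down), 0 to 117 whose response differed between the time points, 1 to 85 between the control samples, 496 to 1048 between the countries and 0 to 1 whose response differed between them. PC2 held 15.3% to 20.6%, and the PC1 differences were 98.7 to 110.5 at 0 h and 44.8 to 61.3 at 24 h; without a population, 3 against 3 samples cannot pass 0.05, and at 24 h the exact test also failed without the slug-exposed sample of Friesland at 0 h (49.3). Set medians were −0.2 to −0.04 (abscisic acid, 0 h), −0.11 to −0.01 (abscisic acid, 24 h), −0.26 to −0.14 (salicylate, 0 h), −0.2 to −0.03 (salicylate, 24 h), 0.04 to 0.26 (jasmonate, 24 h) and −0.21 to 0.98 (polyphenol oxidase, 24 h); the differences between the time points were 0.05 to 0.44 for protease inhibitors and 0.1 to 0.31 for phenylpropanoid. Of the named contigs, those that changed sign were comp374_c0_seq1 at 0 h (−0.55 to 0.97) and 24 h (−0.44 to 0.57), comp27251_c0_seq1 at 0 h (−0.26 to 0.04), comp11710_c0_seq1 at 0 h (−0.02 to 0.35), and at 24 h comp2630_c0_seq3 (−1.75 to 1.01), comp2630_c0_seq2 (−1.54 to 0.46), comp20021_c0_seq1 (−0.28 to 0.38), comp2015_c0_seq1 (−0.06 to 0.29) and comp21509_c0_seq2 (−0.04 to 0.47).

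Over all alternatives, 1222 values of the comparisons and sets gave the same result, 109 moved by more than the limit set for them, 38 were no longer past their threshold, 7 were newly past it and 14 changed direction. For the named contigs, 1767 values kept their direction and their side of the thresholds, 187 were no longer past them, 21 were newly past them and 37 changed direction. Among the regulated contigs, 166 at 0 h and 31 at 24 h were not well above background on any array of 1 of the groups, so that their size is a bound.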

Differences from the paper's values

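Of the values that the text of the paper states and that were also computed here, 11 were compared and none differed by more than 1.5 times. The paper gives 21261 quantified contigs, 32.1% of the variance on PC1 and 12 contigs downregulated at 24 h only, where the values here were 28617, 26% and 17. For Table S4, the median gap to the paper's log2 values was 0.168 at 0 h and 0.335 at 24 h. The largest gaps were 0.827 and 0.848. Both sets of values come from the same arrays, so the spread between populations is a wide limit for such gaps. By this limit 1 of 50 values differed: for comp7825_c0_seq1 at 0 h the paper gives 6.2 and the value here was 5.9. Of the alternatives set before the data were examined, slide as a block (6.22), leaving out the control sample of Friesland at 0 h (6.17) and leaving out the slug-exposed sample of Goeree at 0 h (6.16) were within that spread of the paper's value, and the others were not.

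Of 20 values read by eye from Fig. S1, none differed by more than the spread between populations where both groups were measured. For comp16387_c0_seq1 (*PPO*) at 0 h, about 1.5 in Fig. S1, read by eye, no control sample was well above background, so that a bound of 0.92 on the log2 scale (at least 1.89-fold higher) is what the arrays give (the fitted difference was 2.59), and the value of the figure is above the bound. The deposited log2 table, an alternative set before the data were examined, gave 1.49 for this contig.

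Table S4 lists 25 contigs as regulated at 24 h, of which 20 were past both thresholds here, 23 with the population as a block, and fewer when samples were left out, for example 6 without the slug-exposed sample of Siethen at 24 h and 3 without the population Erkner or Friesland. The other 5 were comp1206_c0_seq1 (4.4 in the paper, 3.55 here), comp6358_c0_seq1 (3.7 in the paper, 2.9 here), comp25796_c0_seq1 (3.5 in the paper, 2.95 here), comp4199_c0_seq1 (3.5 in the paper, 3.84 here) and comp14378_c0_seq2 (−3.8 in the paper, −3.16 here). The contig comp1206_c0_seq1 was past both thresholds with the population as a block (3.55), without the control sample of Goeree at 0 h (3.55) and without the slug-exposed sample of Erkner at 24 h (4.23), and comp6358_c0_seq1 without the slug-exposed sample of Siethen at 0 h (2.89). The contig comp25796_c0_seq1 was past both thresholds with the population as a block (2.95), without the control sample of Siethen at 24 h (3.57) and in the log2 table with its own critical level (2.18), which was chosen after the values were seen. The contig comp14378_c0_seq2 was past both thresholds with the population as a block (−3.16), the filter on spots well above background (−3.16), slide as a block (−3.16), without the control sample of Goeree at 24 h (−3.58), the slug-exposed sample of Siethen at 24 h (−4.16) or the population Siethen (−3.94), and in the log2 table with its own critical level (−2.06), chosen after the values were seen. The contig comp4199_c0_seq1 was past both thresholds in none of the alternatives that were run for the contigs of Table S4. Adjusted over the list alone it was past both, as were all 25.

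The paper states that genes related to photosynthesis were not downregulated and that most of those it found were upregulated. Here 85 of 96 contigs of the photosynthesis set were lower in slug-exposed samples at 0 h, with a median of −0.34, although none was past both thresholds, whereas 78 were higher at 24 h. The paper states that genes of the salicylic acid pathway were upregulated; in the salicylate set 1 contig was upregulated and 1 was downregulated at 0 h. The paper states that more genes of each term were regulated at 0 h than at 24 h; this held for 8 of the 9 sets, and in the photosynthesis set 0 contigs were regulated at 0 h and 1 at 24 h, with 47 and 34 at an unadjusted *P* under 0.05 in limma. The sets are defined by descriptions and are not the GO terms of the paper.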

Other observations

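Tests of an exchange of samples, of mixed RNA, of the slides at 0 h and of probes over sequence variants were chosen after the results were seen.

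Chance was tested by regrouping the samples. Of the 35 splits of the 8 samples of a time point into 4 and 4, 1 (the real one) gave as many regulated contigs, 1 as many upregulated and 1 as many downregulated contigs at 0 h, and likewise 1, 1 and 1 at 24 h; the most in another split was 1 at each time point. Of 100 drawn splits, 1 gave as many contigs regulated at either time point, the most in another being 5. Over all 35 splits of a time point the real one thus stood apart, but most of the others break the population pairs. At each time point 8 splits part all population pairs. Among these the most other than the real one was 1 at 0 h and 0 at 24 h. These 8 are too few to exclude chance with the pairs kept. The slides hold unequal numbers of control and slug-exposed samples at 0 h. The split of these samples by slide gave 0 contigs with limma. It cannot decide, because each part mixes control and slug-exposed samples, which widens the spread within the parts. Past both thresholds, 188 contigs differed between the slides. Of the contigs regulated at 0 h, 1410 (91.7%) stayed past both thresholds with slide as a block, which argues against the slides as their source.

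Fewer contigs were regulated at 24 h than at 0 h. A wider spread at 24 h alone would leave the changes as large as at 0 h. The slope of the change at 24 h on that at 0 h, over all quantified contigs and from products between different populations, was 0.498 (jackknife standard error 0.11), which argues against it as the whole cause. For contigs chosen in 2 populations and measured in the other 2, the slope was 0.367 to 0.677 over 6 pairings. Raised levels of slug-induced contigs in the control samples at 24 h were also tested as the sole cause, by setting the slug-exposed samples at 24 h against the control samples at 0 h. This gave 803 contigs past both thresholds, of which 414 were also regulated at 0 h. The 803 were fewer than the 1538 at 0 h by more than 1.5 times but more than the 253 against the control samples at 24 h. This argues against raised control samples as the sole cause. The comparison also crosses the time points and so includes contigs that changed with time, which is why it does not measure how much the control samples contribute. A smaller response at 24 h may therefore be biological in part, and a part played by raised control samples remains open.

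The contigs upregulated at 0 h were also raised in some control samples at 24 h. Relative to the control samples at 0 h, their mean level at 24 h was 0.38 in the control sample of Erkner, −0.24 in Friesland, 0.51 in Goeree and 0.32 in Siethen. The contigs were selected in part for low values in these control samples at 0 h, which by itself makes later control samples appear raised. How much of the rise follows from this selection was not estimated. If control and slug-exposed samples of a population had been exchanged, a slug-exposed sample would lie at the level of the control samples, but the lowest of the slug-exposed samples at 24 h was at 0.99. Mixing of RNA from damaged leaves into a control sample would raise each strongly induced contig by a like share of its level in damaged leaves. In the control sample of Erkner the median share over 62 contigs was 5.23%, with a median gap of 8.21 percentage points between contigs and 0.971 between the probes of a contig. In Goeree the share was 12.9%, with gaps of 20.3 and 5.83, and in Siethen 2.12%, with gaps of 7.4 and 1.75 and 19 of the 62 contigs at or below 0. This cannot be told apart from a response of the undamaged plants, because the profile of the RNA that would be mixed in is not known. For a rise beyond that of the selection, an induction of defenses in undamaged plants, by whatever route, remains a candidate explanation that the design does not test.

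German and Dutch samples differed in 686 contigs. Of the 3 pairings of the 4 populations, 1 gave as many, and the others gave 26 and 19; for the response to feeding, 3 of 3 gave 0, so regrouping 4 populations cannot exclude chance. Sequence variants under single probes might give such differences, since a variant would lower the signal of 1 probe of a contig and not of the other. Over 582 contigs with 2 probes, the median gap between the probes was 0.123 of the size of the difference, and both probes had the same sign in 98.1%, which argues against variants as the whole cause. The gap was larger than the 0.0633 of 1333 contigs regulated by slugs (permutation *P* = 1e-05, the smallest that 100000 permutations can give), so variants remain open for a part of the contigs. A gap larger than the difference itself occurred in 46 of the 582 contigs, but also in 66 of the 1333, so it does not by itself point to variants. Genetic differences in expression between the populations remain open as well.

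Contigs spotted in both directions tell whether the probes of the opposite direction follow the same transcript. Of 1713 such contigs with both directions quantified, 84 were regulated at 0 h in the brighter direction, and the opposite direction moved the same way in 43 (51.2%, 95% confidence interval 40 to 62.3), where chance gives 50. This argues against hybridization of the same transcript to probes of both directions as a general feature, although for 10 contigs the opposite direction was itself past both thresholds in the same direction and for 2 in the other. No biological explanation was tested.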
